# Infection with endosymbiotic *Spiroplasma* disrupts tsetse (*Glossina fuscipes fuscipes*) metabolic and reproductive homeostasis

**DOI:** 10.1371/journal.ppat.1009539

**Published:** 2021-09-16

**Authors:** Jae Hak Son, Brian L. Weiss, Daniela I. Schneider, Kiswend-sida M. Dera, Fabian Gstöttenmayer, Robert Opiro, Richard Echodu, Norah P. Saarman, Geoffrey M. Attardo, Maria Onyango, Adly M. M. Abd-Alla, Serap Aksoy

## Abstract

Tsetse flies (*Glossina* spp.) house a population-dependent assortment of microorganisms that can include pathogenic African trypanosomes and maternally transmitted endosymbiotic bacteria, the latter of which mediate numerous aspects of their host’s metabolic, reproductive, and immune physiologies. One of these endosymbionts, *Spiroplasma*, was recently discovered to reside within multiple tissues of field captured and laboratory colonized tsetse flies grouped in the Palpalis subgenera. In various arthropods, *Spiroplasma* induces reproductive abnormalities and pathogen protective phenotypes. In tsetse, *Spiroplasma* infections also induce a protective phenotype by enhancing the fly’s resistance to infection with trypanosomes. However, the potential impact of *Spiroplasma* on tsetse’s viviparous reproductive physiology remains unknown. Herein we employed high-throughput RNA sequencing and laboratory-based functional assays to better characterize the association between *Spiroplasma* and the metabolic and reproductive physiologies of *G*. *fuscipes fuscipes* (*Gff*), a prominent vector of human disease. Using field-captured *Gff*, we discovered that *Spiroplasma* infection induces changes of sex-biased gene expression in reproductive tissues that may be critical for tsetse’s reproductive fitness. Using a *Gff* lab line composed of individuals heterogeneously infected with *Spiroplasma*, we observed that the bacterium and tsetse host compete for finite nutrients, which negatively impact female fecundity by increasing the length of intrauterine larval development. Additionally, we found that when males are infected with *Spiroplasma*, the motility of their sperm is compromised following transfer to the female spermatheca. As such, *Spiroplasma* infections appear to adversely impact male reproductive fitness by decreasing the competitiveness of their sperm. Finally, we determined that the bacterium is maternally transmitted to intrauterine larva at a high frequency, while paternal transmission was also noted in a small number of matings. Taken together, our findings indicate that *Spiroplasma* exerts a negative impact on tsetse fecundity, an outcome that could be exploited for reducing tsetse population size and thus disease transmission.

## Author summary

Endosymbiotic bacteria regulate numerous aspects of their host’s reproductive physiology. Natural populations of the tsetse fly, *Glossina fuscipes fuscipes* (*Gff*), house heterogeneous infections with the bacterium *Spiroplasma glossinidia*. Infection with the bacterium results in the presentation of several phenotypes in both male and female *Gff* that would put them at a significant reproductive disadvantage when compared to their counterparts that do not house the bacterium. These *Spiroplasma* induced phenotypes include changes in sex–biased gene expression in the reproductive organs, a depletion in the availability of metabolically critical lipids in pregnant females that results in delayed larval development, and compromised sperm fitness. These findings indicate that *Spiroplasma* exerts an overall negative impact on both male and female reproductive fitness and thus likely has a profound effect on fly population structure. This outcome, in conjunction with the fact that *Spiroplasma* infected tsetse are unusually refractory to infection with pathogenic African trypanosomes, indicates that the bacterium could be experimentally exploited to reduce disease transmission through the fly.

## Introduction

Tsetse flies (*Glossina spp*.), which vector pathogenic African trypanosomes, reproduce via a process called adenotrophic viviparity. Following mating, female tsetse ovulate one oocyte per gonotrophic cycle (GC). The oocyte is fertilized in the maternal uterus by sperm that are released from the spermathecae. Unlike in most arthropods, tsetse embryos and larvae develop exclusively *in utero*, and larvae receive nourishment in the form of maternal milk secretions. Following the completion of larvigenesis, the mother gives birth to a fully developed 3^rd^ instar larva that pupates within 30 minutes. This process repeats itself approximately every 10 days [1]. During the mating process, male tsetse transfer seminal fluid (SF), which contains sperm as well as numerous male accessory gland (MAG) derived proteins, into the reproductive tract of receptive females. Once in the female’s uterus, this mixture forms into a proteinaceous spermatophore that facilitates successful transfer of sperm into the spermathecae for long-term storage [2–6]. Because tsetse’s viviparous reproductive strategy results in the production of relatively few offspring, targeting reproduction can be a most effective approach to reduce tsetse populations. Methods to inhibit tsetse fecundity can be highly effective in reducing disease transmission given that the fly is an obligate vector for parasite transmission [1,7]. In fact, the application of sterile male programs has been very successful with tsetse [8] and is currently endorsed to eliminate tsetse populations on the African continent [8,9].

Tsetse flies have evolved long-term associations with several vertically transmitted endosymbiotic bacteria that impact numerous aspects of their host’s nutritional, developmental and reproductive physiology. All tsetse flies house the obligate endosymbiont *Wigglesworthia*, which provides nutrients absent from the fly’s vertebrate blood-specific diet [10–13]. In addition to *Wigglesworthia*, laboratory reared and natural tsetse populations can also harbor facultative *Sodalis* as well as parasitic *Wolbachia* and *Spiroplasma* [14,15]. To date *Spiroplasma* infections in tsetse have been found exclusively within tsetse flies of the subgenus Palpalis [14,15]. In both field captured and laboratory reared *Glossina fuscipes fuscipes* (*Gff*), the bacterium resides in reproductive and digestive tissues as well as hemolymph [14]. *Spiroplasma* induces an immune protective effect in laboratory reared *Gff*, as flies that house the bacterium are significantly more resistant to infection with trypanosomes than are flies that do not [15]. The mechanism that underlies *Spiroplasma* enhanced refractoriness to trypanosome infection in *Gff* is currently unknown. However, in other insects the bacterium confers pathogen (e.g., nematodes, fungi and parasitoid wasps) resistant phenotypes through the production of immune effector molecules and/or through nutrient scavenging that limits metabolically critical nutrients for other pathogens [16–19].

Infection with *Spiroplasma* can also impact host reproductive fitness and lead to reproductive abnormalities. In *Drosophila*, females infected with *Spiroplasma* are less fecund and produce fewer eggs, which may be a consequence of nutritional competition between the fly and bacterium for metabolically important free (hemolymph-borne) lipids [20]. In several insect taxa, the bacterium induces a male killing phenotype [21–23]. The potential functional role of *Spiroplasma* in tsetse reproductive physiology is currently unknown. Herein we performed a detailed investigation of the molecular and physiological associations that characterize reproductive aspects of the *Gff*-*Spiroplasma* symbiosis. Specifically, we performed RNA sequencing (RNA-seq) of reproductive tissues from field captured (Uganda) *Spiroplasma* infected and uninfected male and female *Gff* and report on genes and pathways that are differentially regulated in the presence of the bacterium. We also made use of a *Gff* lab line that carries a heterogenous infection with *Spiroplasma* to characterize the trans-generational transmission dynamics of this endosymbiont and to characterize *Spiroplasma*-induced metabolic and reproductive phenotypes in tsetse. Knowledge obtained from this study provides insight into the physiological mechanisms that underlie the tsetse-*Spiroplasma* symbiosis and may have translational implications with respect to controlling tsetse populations and the ability of the fly to transmit African trypanosomes.

## Results

### Overall gene expression profile

To understand the potential effects of *Spiroplasma* infection on tsetse’s reproductive physiology, we compared the RNA-seq data obtained from the male reproductive organs (testis, accessory gland and ejaculatory duct) of *Spiroplasma* infected (*Gff*^*Spi*+^) and uninfected (*Gff*^*Spi*-^) individuals obtained from wild populations in Uganda. 

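Reproductive organs of field-caught flies were pooled by sex and *Spiroplasma* status, 3 flies to a pool, and RNA of each pool was sequenced after ribosomal RNA had been removed. The 10 libraries were 3 of Spi- females (numbers 1, 2 and 3), 2 of Spi+ females (4 and 5), 2 of Spi- males (1 and 3) and 3 of Spi+ males (2, 4 and 5). Median mapped reads per library, from S1 Table, were 61.0 M in Spi- females, 106 M in Spi+ females, 46.3 M in Spi- males and 55.6 M in Spi+ males. The submitters' processing notes name HISAT2 2.2.1 for alignment, HTSeq 0.13.5 for counting and DESeq2 for the authors' comparisons, and the paper's methods name earlier versions of the aligner and the counter. The authors deposited 3 tables of 15233 genes each (males against females, and Spi- against Spi+ flies of either sex) with mean normalized counts, log2 fold changes, standard errors, p-values and adjusted p-values. They hold no value per library, so no SD between pools is given, and the standard errors are the authors'. Infection fold changes are given as Spi+ over Spi-, the reverse of the deposited sign, so a positive value is a higher level in infected flies. The mean of each of the 4 groups was solved from the deposited mean of its sex and the infection fold change, and a sex bias in Spi- flies was derived from the 3 deposited fold changes. Whether infection acted differently in females and males was tested by a Wald test on the difference of the 2 infection fold changes, with Benjamini-Hochberg adjustment. Product names come from the parts of the supplement that were at hand, which stop early. Of the 15233 rows of each sheet of S1 Data, the last 13234 of the sex and male sheets and the last 14606 of the female sheet are missing, and S2 Data lacks 11404 of 13403 male and 12051 of 13735 female rows. The parts held name a specified product for 695 genes.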

We similarly obtained and compared RNA-seq data from *Gff*^*Spi*+^ and *Gff*^*Spi-*^ female reproductive organs (ovaries and oocytes) isolated from the same populations. 

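Female and male reproductive tracts differed in the share of reads that mapped. The 3 Spi- female libraries mapped at 73.1% to 79.4% and the 2 Spi+ female libraries at 69.6% and 80.9%. Male libraries mapped at lower percentages, 56.4% to 67.7% in the 3 Spi+ pools and 49.7% and 63.7% in the 2 Spi- pools. These percentages were recomputed from the mapped and total read numbers of S1 Table. Spi+ female 4 was sequenced deepest, with 157 M mapped of 226 M reads, against 45.6 M to 70.4 M mapped reads in the other libraries.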

The percentage of reads from the different biological replicates that mapped to the *Gff* reference genome ranged from 49% to 81% (S1 Table in S1 Appendix).

We used principal component (PC) and hierarchical cluster (HC) analyses to compare the overall gene expression profiles across all biological replicates according to sex and *Spiroplasma* infection status (Fig 1A and 1B). We found that PC1 and PC2 accounted for 80% and 7% of variance across all biological replicates, respectively. The variance in PC1 could be explained by differences in sex, with females clustering on the left side along the PC1 axis, and males clustering on the right side along the PC1 axis (Fig 1A). HC analyses also demonstrated a similar clustering result among different biological replicates (Fig 1B). Female and male clusters were distant from each other, and within the male samples, *Gff*^*Spi*+^ were separated from the *Gff*^*Spi*-^ samples. However, within the female samples, one *Gff*^*Spi*+^ (female 4) and one *Gff*^*Spi*-^ (female 3), were distant to the other three female samples (one *Gff*^*Spi*+^ and two *Gff*^*Spi*-^). This difference we noted within the female dataset could be due to the presence of greater variation in gene expression within the female reproductive tissues when compared to males, which is similar to the results shown in our PCA.

**Fig 1:**
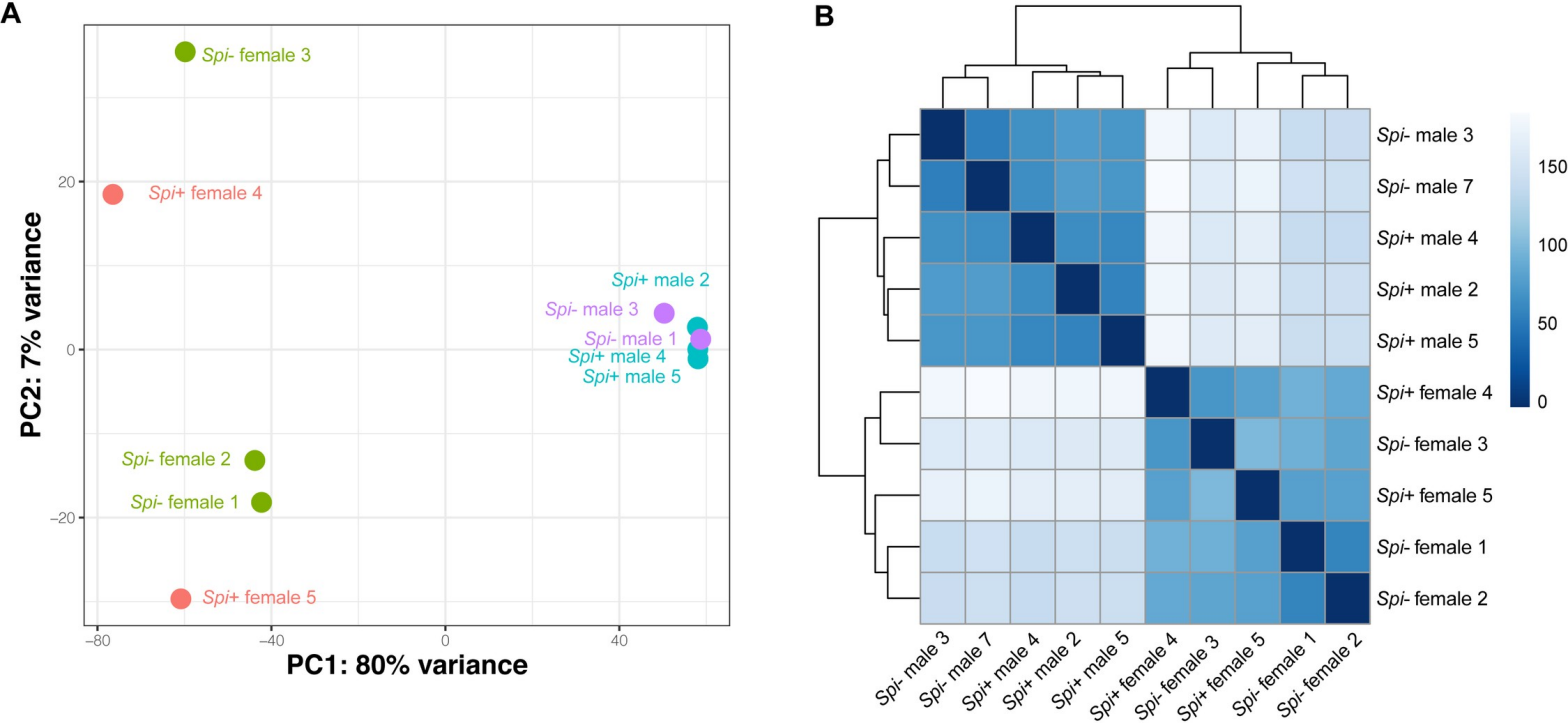
Principal component analysis (A) and Hierarchical clustering (B) of expression data. The Principal Component Analysis (PCA) is based on differentially expressed genes from the female and male samples, while the Hierarchical Clustering (HC) reflects all genes within the dataset. *Spiroplasma*-infection status and sex are color-coded in the PCA.

### The impact of *Spiroplasma* on sex-biased gene expression in males and females

As our biological replicates clustered by sex, we first quantified the proportion of differentially expressed (DE) genes between females and males (sex-biased genes) using sex as a factor in the model we created in DESeq2 (see Materials and Methods for details). Of the 15,247 genes annotated in the *Gff* genome, we detected 10,540 genes expressed in our transcriptomes, with an adjusted *p*-value created by FDR correction (S1 Data) [24]. 

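Of the 15233 genes in the authors' deposited table for sex, 13736 had a p-value and the authors' filter on low counts left 10540 with an adjusted p. The genes kept had a median mean count of 242, and *Tektin* (GFUI002449) was kept at a mean of 2.46. Among them *paired* (GFUI006167), a developmental transcription factor, had a mean of 147 normalized counts over all libraries. Its solved mean was 2.24 in Spi+ females and 255 in Spi+ males. The sex fold changes describe infected flies. Over 6319 genes with a mean normalized count of at least 100, the deposited log2 fold change lay a median of 0.00204 from the ratio of the solved Spi+ male and Spi+ female means, with 98.0% of the genes within 0.05 of it. Its median distance from the ratio of the Spi- means was 0.292, and from the ratio over all libraries 0.140. For *paired*, the authors' deposited table gives a log2 male over female of 6.90, and the derived value for Spi- flies is 6.42 (adjusted p = 4.51e-26).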

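Single genes had a strong bias to either sex. The authors' deposited table gives a log2 male over female of -12.28 for *juvenile hormone acid methyltransferase* (GFUI008017), an enzyme of juvenile hormone synthesis, -6.24 for *Inner centromere protein* (GFUI003106) and -5.85 for an importin alpha (GFUI005487). On the male side, the authors' deposited table gives 14.08 for an odorant binding protein (GFUI007906), 12.22 for a secreted peptide (GFUI001515), 13.11 for the male-specific protein gene of S4 Table (GFUI008563) and 4.44 for *gustatory receptor 1* (GFUI005702). The bias of the secreted peptide was not called in Spi- flies, at a derived 1.34 (Wald test on the authors' standard errors, adjusted p = 0.663). Its solved mean was 23780 normalized counts in Spi- and 10.2 in Spi+ females. The sex determination genes *sex-lethal* (GFUI001681) and *transformer* (GFUI004731) were female-biased in the authors' deposited table, at -1.03 and -0.94. All 9 oxidative phosphorylation genes in the part of the product names held were male-biased in the authors' deposited table, and 3 of 4 tested cytoplasmic ribosomal protein genes were female-biased. In S2 Data, the paper's own values, the male bias of GFUI001705 is not clear. Spi+ females had 85.6 and 80.3 TPM and Spi+ males 130, 46.0 and 87.1. GFUI000468 had 415 and 478 against 968, 313 and 603 there. In Spi- flies both genes had more TPM in each female pool than in either male pool. The derived log2 male over female there was 0.83 for GFUI001705 and 0.89 for GFUI000468. Sex fold changes depend on the scale. Solved means summed to 28305600 normalized counts in Spi- males and 14168200 in Spi- females, and to 20989900 and 13291400 in Spi+ flies. Relative to these sums every log2 male over female would be lower. The sex calls here were not recomputed on that scale. In Spi- flies the derived sex contrast gave 1994 female-biased and 1790 male-biased genes. Of the female-biased genes 1619 (70.8%) were also female-biased in Spi- flies, 664 were unbiased there and 5 were male-biased. Of the male-biased genes 1443 (66.7%) were male-biased in Spi- flies as well, 721 were unbiased and 0 female-biased.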

We observed that 21.7% of these genes (2,288/10,540) were preferentially expressed in females (female-biased genes; log_2_male/female<0 and adjusted *p*<0.05), while 20.5% (2,164/10,540) were preferentially expressed in males (male-biased genes; log_2_male/female>0 and adjusted *p*<0.05). 

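Few genes responded to infection in both sexes. *Angiotensin converting enzyme* (GFUI006364), a peptidyl-dipeptidase, fell in both: the authors' deposited tables give a log2 fold change of -1.64 in males (standard error 0.344, adjusted p = 3.85e-04) and -1.49 in females (standard error 0.344, adjusted p = 0.00123). A gene with cation:chloride symporter activity in S3 Data (GFUI045185) fell by 1.31 in males and by 1.20 in females in the authors' deposited tables. A serine-type endopeptidase gene of S3 Data (GFUI020895) rose in both, by 5.92 and 2.90 in the authors' deposited tables, and these last 2 genes were chosen after their values were seen. In all, 10 genes were lower in Spi+ flies of both sexes where 2.04 would be shared by chance (Fisher's exact test, two-sided, p = 3.27e-05). Another 2 were higher in both, where 0.798 would be shared by chance (Fisher's exact test, p = 0.190), and 0 changed in opposite directions. These overlaps were counted over the 8942 genes with an adjusted p in both sexes. Across these genes the infection fold changes of males and females had a Pearson r of 0.129 and a Spearman rho of 0.153, and genes are not independent replicates.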

Using pairwise comparisons for *Spiroplasma* infection status within each sex from the DESeq2 model, we found that a total of 194 and 299 genes were DE upon *Spiroplasma* infection in males and females, respectively. 

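Among genes with a specified product, infected males had more transcript of a WD repeat protein (GFUI006846), at a solved mean of 1402 normalized counts in Spi- and 11423 in Spi+ males. The authors' deposited table gives it a log2 fold change of 3.03 (standard error 0.601, adjusted p = 1.25e-04), beside 1.90 for *chemosensory protein 3* (GFUI003196), 1.28 for *papillote* (GFUI003754), which helps fasten the cuticle to the epidermis in *Drosophila*, and 0.97 for a septin (GFUI005443). *Sugar baby* (GFUI004606) and a beta tubulin (GFUI008223) had -0.71 and -0.66 in the authors' deposited table, a direction that depends on the scale. A gene with adenosine deaminase activity in S3 Data (GFUI029038, chosen after its values were seen) had a solved mean of 41214 normalized counts in Spi- and 4.19 in Spi+ males, and the authors' deposited table gives it -13.26 (standard error 2.61). In females its solved means were 14.3 in Spi- and 0.604 in Spi+ flies. Genes that the files pair with no product moved as far: GFUI030610 rose from 104 to 23034 normalized counts, and GFUI012283 fell from 21036 to 13.5. Both were chosen after their values were seen, and GFUI012283 had 12.1 in Spi- and 3.07 in Spi+ females. The high Spi- male means of GFUI029038 and GFUI012283 rest on 2 pools without a value per library here, so a single pool could carry them. The authors tested 8942 genes in males. The median log2 fold change was 2.50 among those that rose and -1.25 among those that fell, and 74 of the former and 22 of the latter changed at least 4-fold. Relative to the summed normalized counts, a scaling chosen after seeing the data, every fold change in males rises by 0.43, which gives 1094 genes higher and 36 lower in Spi+ males. That sum fell from 28305600 in Spi- to 20989900 in Spi+ males. The 238 genes lower in Spi+ females went from 10745400 to 4217080 in males. The shift of 0.43 thus rests largely on them, and TPM are relative to a total too. On that scale *sugar baby* and the beta tubulin lose their call, at -0.28 and -0.23. In S2 Data, the paper's own values, both run the other way: *sugar baby* has 9.39 and 10.9 TPM in Spi- males 1 and 3 and 14.8, 9.65 and 14.4 in Spi+ males 2, 4 and 5, and the beta tubulin 10.8 and 12.6 against 16.1, 10.6 and 16.8.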

Within the male dataset, we determined that 117 (60.3%) and 77 (39.7%) of the DE genes were up- and down-regulated upon infection (adjusted *p*<0.05), respectively (Fig 2A, S2 Table in S1 Appendix and S2 Data). 

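Among the named genes that fell in infected females are 2 of amino acid handling and 1 of a proton pump. The authors' deposited table gives a log2 fold change of -1.46 for *lysine-ketoglutarate reductase* (GFUI007847), which starts lysine breakdown (standard error 0.323, adjusted p = 6.69e-04). The authors' deposited table also gives -1.23 for the *slimfast* homolog (GFUI004963), an amino acid transporter, and -2.45 for subunit a of the V-type proton pump (GFUI008456), the 1 of 3 pump genes in the part held that fell. *Thioredoxin reductase* (GFUI000408) fell by 5.92 and a midgut chymotrypsin (GFUI007968) by 2.09 in the same table of the authors. The transcript of the secreted peptide GFUI001515 had a solved mean of 23780 normalized counts in Spi- and 10.2 in Spi+ females, a log2 fold change of -11.19 in the authors' deposited table. Spi- female 3 stood apart from the other Spi- females in this gene: S2 Data, the paper's own values, gives 4100, 4957 and 5.72 TPM in Spi- females 1, 2 and 3, and 1.08 and 4.16 in Spi+ females 4 and 5. *Thioredoxin reductase* shows the same split there, at 8.14, 11.5 and 0.925 TPM in Spi- females 1, 2 and 3. Among the 10007 genes the authors tested in females, the median log2 fold change was 2.81 for genes that rose and -2.05 for genes that fell, and 43 and 124 of them changed at least 4-fold. Scaling to the summed normalized counts adds 0.09 to every fold change in females.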

A similar analysis of the 299 DE genes in females showed that 61 (21.4%) and 238 (79.6%) were up- and down-regulated in the presence of *Spiroplasma*, respectively (Fig 2B and S3 Table in S1 Appendix).

**Fig 2:**
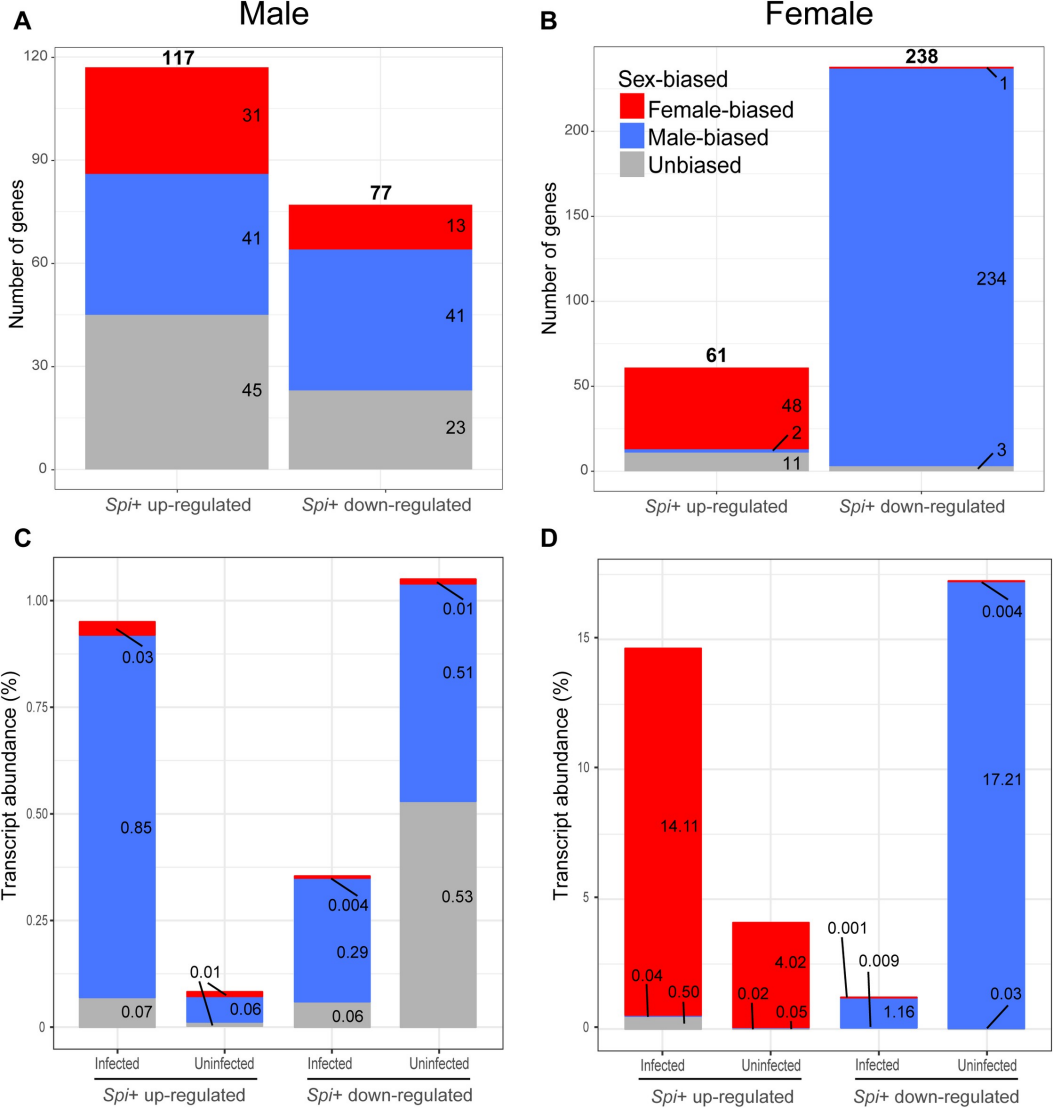
Enrichment of genes with sex-biased expression that are differentially expressed between *Gff*^*Spi+*^ and *Gff*^*Spi-*^ flies. (A) The number of genes with sex-biased expression that are up- and down-regulated in *Gff*^*Spi+*^ males. (B) The number of genes with sex-biased expression profiles that are up- and down-regulated in *Gff*^*Spi+*^ females. (C) Transcript abundance (%) of up- and down-regulated genes relative to total transcript abundance in *Gff*^*Spi+*^ and *Gff*^*Spi-*^ males. (D) Transcript abundance of up- and down-regulated genes relative to total transcript abundance in *Gff*^*Spi+*^ and *Gff*^*Spi-*^ females. Female-biased genes are represented as red blue and male-biased genes as blue. Genes with no sex-bias are indicated as gray.

*Spiroplasma* infections can manipulate the reproductive physiology of their host insects [25]. In *Drosophila*, infections with the *S*. *poulsonii* strain MSRO affects gene regulation and dosage compensation machinery in males, resulting in male-killing during embryogenesis [22,26]. Because genes displaying sex-biased expression profiles in reproductive tissues can confer sexual phenotypes [27,28], we first identified the sex-biased genes expressed in male and female gonads, and next evaluated their DE status based on *Spiroplasma* infection. 

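The sex bias of the genes that responded in males can be read in single genes. In the authors' deposited table the WD repeat gene GFUI006846 (log2 male over female 2.26) and *chemosensory protein 3* (3.34), both higher in Spi+ males, were male-biased, the septin GFUI005443 (-0.78) was female-biased and *papillote* (0.56, adjusted p = 0.205) passed neither way. *Angiotensin converting enzyme* (3.39) and the symporter gene GFUI045185 (3.16), both lower in Spi+ males, were male-biased in the authors' deposited table. If sex bias and the response to infection were unrelated, 24.0 of the genes that rose and 15.8 of those that fell would be male-biased. The sex contrast uses the same Spi+ libraries as the infection contrast. In 1000 simulations with no infection effect, and with error drawn separately for each gene, this sharing alone gave 35.1 and 9.34 male-biased genes. By the sex bias derived for Spi- flies, 10 of the genes that rose and 64 of those that fell were male-biased. The Spi- male libraries are shared there, and simulations with no infection effect gave 11.8 and 29.3. By the bias averaged over both infection states, the counts were 32 and 58, against 27.8 and 22.6 in simulations.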

We determined that 41 of the 117 genes (35%) up-regulated, and 41 of the 77 genes (53%) down-regulated in *Gff*^*Spi*+^ males are male-biased (Fig 2A and S2 Table in S1 Appendix). We also noted that the DE male-biased genes (*n* = 82) identified within the male DE gene set (*n* = 194) are enriched when compared to genome-wide male-biased genes (*n* = 2164) (Fig 2A and S2 Table S1 Appendix; *p*<0.001 for up-regulation and *p*<10^−9^ for down-regulation in Fisher’s exact test). 

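*Angiotensin converting enzyme*, the WD repeat gene GFUI006846 and *chemosensory protein 3* belong to this male-biased set. Among genes that rose in Spi+ males, the odds of male bias were 2.11 times those of the other genes tested (95% confidence interval 1.40 to 3.13; Fisher's exact test, two-sided, p = 2.97e-04). Among genes that fell the odds ratio was 4.47 (2.78 to 7.22; Fisher's exact test, p = 2.05e-10), and over both directions 2.91 (2.15 to 3.91; Fisher's exact test, p = 4.24e-12). The background was the 10540 genes with an adjusted p for sex. The excess among genes that rose depended on the infection state in which sex bias was called: the odds ratio was 1.13 with the averaged bias (Fisher's exact test, p = 0.591) and 0.454 with the bias of Spi- flies (Fisher's exact test, p = 0.0128), a deficit that the shared Spi- libraries alone would give. It also lay at 1.35 among genes with a mean count of at least 100 (Fisher's exact test, p = 0.171). Among genes that rose 35.0% were male-biased. Simulations with the shared Spi+ libraries and no infection effect gave 22.2% to 38.5% in 95% of the runs, so sharing alone could give this excess. The shared libraries cannot be split without values per library.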

We next examined the transcript abundance of the 41 up-regulated male-biased genes and determined their contribution to be 0.85% of the total transcriptome in the infected group, up from the 0.06% in the uninfected group (Fig 2C). 

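A single gene carried much of the rise. GFUI015827, which the files pair with no product, went from a solved mean of 32347 to 103983 normalized counts and made up 49.7% of the transcripts of these male-biased genes in Spi+ males. GFUI030610 made up 11.0%, the WD repeat gene GFUI006846 5.46%, the cuticle gene GFUI006751 3.32% and *chemosensory protein 3* 2.85%. GFUI015827 and GFUI030610 were chosen after their values were seen. Together the 41 genes held 0.153% of the summed normalized counts in Spi- males and 0.997% in Spi+ males, a ratio of 6.52. Without the most abundant gene the shares were 0.0387% and 0.502%. With male bias called in Spi- flies they were 0.0258% and 0.252%. The shares are of normalized counts, which are not divided by gene length as TPM is, and no test was made on them.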

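*Angiotensin converting enzyme* made up 40.8% of the transcripts of the male-biased genes that fell in Spi+ males, with a solved mean of 174036 normalized counts in Spi- and 55714 in Spi+ males. The symporter gene GFUI045185 made up 13.9%, and GFUI023422 and GFUI022685, both genes of lipid catabolism in S3 Data, 5.55% and 3.39%; these 3 were chosen after their values were seen. As a class these genes held 1.51% of the summed normalized counts in Spi- males and 0.791% in Spi+ males. Without *Angiotensin converting enzyme* the shares were 0.890% and 0.526%.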

We similarly analyzed the 41 down-regulated male-biased genes and determined their contribution to be 0.29% of the total transcriptome in the infected group, down from the 0.51% in the uninfected group (Fig 2C).

We next performed the same analysis with the female DE gene dataset. 

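Female-biased genes that rose in Spi+ females include milk protein genes and genes of lipid metabolism. For *mgp1* (GFUI006902) the authors' deposited table gives a log2 male over female of -12.23 in Spi+ flies. For 2 genes of S3 Data chosen after their values were seen, a fatty-acyl-CoA reductase (GFUI033294) and a phospholipase A2 (GFUI048293), the authors' deposited table gives -3.92 and -4.70. Derived for Spi- flies with the authors' standard errors, the same contrast is -9.84 for *mgp1* (adjusted p = 8.11e-53), -1.58 for the phospholipase (adjusted p = 0.00950) and -0.39 for the reductase (adjusted p = 0.666). Among the genes that rose, 13.2 would be female-biased by chance, and simulations with no infection effect, in which only the shared Spi+ libraries act, gave 25.9. The odds ratio of female bias was 13.6 (95% confidence interval 7.22 to 27.4; Fisher's exact test, two-sided, p = 3.03e-21). It was 8.07 with the averaged sex bias, with 46 female-biased genes (Fisher's exact test, p = 1.33e-14), and 1.80 with the bias of Spi- flies, with 18 (Fisher's exact test, p = 0.0471), where simulations gave 19.9 and 7.86.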

We determined that 48 of the 61 genes (78%) up-regulated in the *Gff*^*Spi*+^ females were female-biased and enriched within the up-regulated genes when compared to genome-wide female-biased genes (*n* = 2288) (S3 Table in S1 Appendix; *p<*10^−20^ in Fisher’s exact test). Conversely, only one of the 238 genes down-regulated in *Gff*^*Spi*+^ females was female-biased (Fig 2B and S3 Table in S1 Appendix), while 234 (98%) were male-biased (Fig 2B and S3 Table in S1 Appendix). 

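The V-type proton pump subunit GFUI008456, *lysine-ketoglutarate reductase* and the *slimfast* homolog were male-biased in Spi- as well as in Spi+ flies. The authors' deposited table gives them a log2 male over female of 4.20, 3.10 and 2.82 in Spi+ flies, and the values derived for Spi- flies are 3.30, 2.09 and 2.41 (largest adjusted p = 6.99e-08). The tRNA ligase *RtcB* (GFUI001867), another gene that fell in Spi+ females, is at 2.58 in the authors' deposited table and at 1.06 in Spi- flies (adjusted p = 0.0813). Of the 238 genes that fell, 176 were male-biased by the Spi- contrast, 60 were unbiased and 2 were female-biased. By the averaged contrast 232 were male-biased and 5 unbiased. Simulations with shared libraries and no infection effect gave 31.3 and 69.3 male-biased genes by these 2 contrasts. In males, 203 of these genes (85.3%) also had a negative infection fold change. That count depends on the scale, since every fold change in males is 0.43 higher relative to the summed normalized counts. In males that sum fell largely through these same genes, so the scale is not independent of them.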

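Peptidase genes, the secreted peptide GFUI001515 and *Thioredoxin reductase* are among the genes male-biased in Spi+ flies that fell in Spi+ females. By the contrast derived for Spi- flies, the secreted peptide (1.34) and *Thioredoxin reductase* (1.51) were unbiased. If sex bias and infection were unrelated, 48.9 of the genes that fell would be male-biased, and simulations with the shared Spi+ libraries and no infection effect gave 83.1, or 29.4% to 41.6% in 95% of the runs. The odds ratio of male bias was 254 (95% confidence interval 97.6 to 940; Fisher's exact test, two-sided, p = 2.06e-158). With the averaged sex bias it was 127 (Fisher's exact test, p = 3.70e-133), and with the sex bias of Spi- flies 15.3 (Fisher's exact test, p = 5.86e-86). The same Spi+ female libraries enter both contrasts and cannot be split, so part of the excess in Spi+ flies may come from them.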

The male-biased genes were thus overrepresented within the down-regulated genes (S3 Table in S1 Appendix; *p*<10^−149^ in Fisher’s exact test). We also examined the transcript abundance of the 48 up-regulated female-biased genes and determined their contribution to be 14.11% of the total transcriptome in the infected group, up from the 4.02% transcript abundance in the uninfected group (Fig 2D). 

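Milk protein genes made up nearly all of this class. In Spi+ females *mgp1* (GFUI006902) held 45.4% of its transcripts, *mgp10* (GFUI050429) 25.5% and *mgp4* (GFUI050451) 20.8%, together 91.7%. The solved mean of *mgp1* was 63995 normalized counts in Spi- and 349083 in Spi+ females. As a share of the summed normalized counts, the 48 genes held 1.46% in Spi- and 5.78% in Spi+ females, a ratio of 3.96. Without *mgp1* they held 3.15% in Spi+ females. No test was made on these shares.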

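Abundant peptidase genes carried this class. A serine-type endopeptidase gene of S3 Data (GFUI026205) had a solved mean of 425554 normalized counts in Spi- and 15364 in Spi+ females and made up 27.1% of the class in Spi- females. Another 2 serine-type endopeptidase genes, GFUI049367 and GFUI023419, made up 13.3% and 7.96%, and these 3 were chosen after their values were seen. The trypsin gene GFUI006483 made up 5.62% and the secreted peptide GFUI001515 1.51%. The male-biased genes that fell held 11.1% of the summed normalized counts in Spi- females and 1.24% in Spi+ females.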

The transcript abundance of the 234 down-regulated male-biased genes in the female dataset represented 1.16% of the total transcriptome in the infected group, down from 17.21% transcript abundance in the uninfected group (Fig 2D).

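Unbiased genes did respond in places. A gene of the extracellular matrix (GFUI018109, chosen after its values were seen) rose in Spi+ males with a log2 fold change of 2.50 in the authors' deposited table and passed no test of sex bias there (0.87, adjusted p = 0.351). The beta tubulin GFUI008223 was also unbiased (-0.36) in the authors' deposited table. Its fall in Spi+ males depends on the scale, and its TPM run the other way. As a group they were fewer than chance gives. In males 45 unbiased genes rose where 67.6 were expected (odds ratio 0.453; Fisher's exact test, p = 2.86e-05) and 23 fell where 44.5 were expected (0.309; Fisher's exact test, p = 1.10e-06). In females 11 rose where 35.2 were expected (0.159; Fisher's exact test, p = 2.43e-10) and 3 fell where 137 were expected (0.00885; Fisher's exact test, p = 1.31e-84). Simulations with shared libraries and no infection effect gave 66.5, 40.8, 29.7 and 128 unbiased genes. Among genes with a mean count of at least 100 the deficit of unbiased genes that rose in males no longer passed (odds ratio 0.668; Fisher's exact test, p = 0.0629). For genes that rose in females the deficit ended with the bias of Spi- flies (0.753; Fisher's exact test, p = 0.286). For genes that fell in females it stayed with that bias, at 60 where 153 were expected (0.182; Fisher's exact test, p = 5.02e-35) and simulations gave 132.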

In both sexes, unbiased (non-sex biased) genes were underrepresented in the DE datasets when compared to the genome-wide unbiased genes (Fig 2, S2 and S3 Tables in S1 Appendix; *p*<10^−4^ for males and *p*<10^−9^ for females in Fisher’s exact test). Collectively, these results suggest that *Spiroplasma* infections strongly influence the expression of sex-biased genes in tsetse’s reproductive tissues. 

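Of the 117 genes that rose in infected males, 64 were female-biased in Spi- flies. The Spi- male libraries enter both contrasts, and in simulations with no infection effect this sharing gave 48.6 female-biased genes (33.3% to 51.3% of the set in 95% of the runs). The chitin-binding genes GFUI013147 and GFUI025254 had derived values of -3.60 and -1.75 in Spi- flies, and the authors' deposited table gives them -0.06 and 0.05 in Spi+ flies. Over both directions, male-biased genes made up 236 of the genes that changed in females (odds ratio 16.1; Fisher's exact test, p = 1.14e-107). From the enrichments in both sexes, the paper proposes that *Spiroplasma* strongly influences sex-biased genes in the reproductive tissues.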

Given that sexual dimorphisms are largely shaped by sex-biased gene expressions [27,28], the significant number of sex-biased genes and transcript abundance affected by *Spiroplasma* in females relative to males suggests that the endosymbiont may affect female reproductive physiology to a greater extent.

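Single cuticle and digestive genes responded differently in the 2 sexes. For the cuticle gene GFUI028823, the infection effect in females minus that in males was -5.63 on the log2 scale (adjusted p = 3.23e-05 from the authors' standard errors), and for the midgut trypsin GFUI029966 it was -9.86 (adjusted p = 1.42e-04). The secreted peptide GFUI001515 (-10.88, adjusted p = 0.0312) and the midgut chymotrypsin GFUI007968 (-2.68, adjusted p = 0.00263) also differed by this test on the authors' standard errors. By this Wald test 27 of 8942 genes had a higher and 54 a lower infection effect in females than in males, with 283 and 584 at an unadjusted p under 0.05. Among the genes called in a sex, whether or not in the other, the difference passed for 26 of 117 that rose and 13 of 77 that fell in males. In females it passed for 11 of 61 that rose and 25 of 237 that fell. For a check on simulated data with a single dispersion of 0.1, changes were planted in genes with a mean count of at least 100. There the test found 6.90% of planted log2 changes of 1, 46.6% of those of 2 and 94.2% of those of 3. Real genes could be less precise: for the zinc carboxypeptidase GFUI007477 a difference of -4.65 (standard error 1.45) did not pass (Wald test, adjusted p = 0.0903). A gene that did not pass is thus not shown to respond alike in both sexes.

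**Figure D1:**
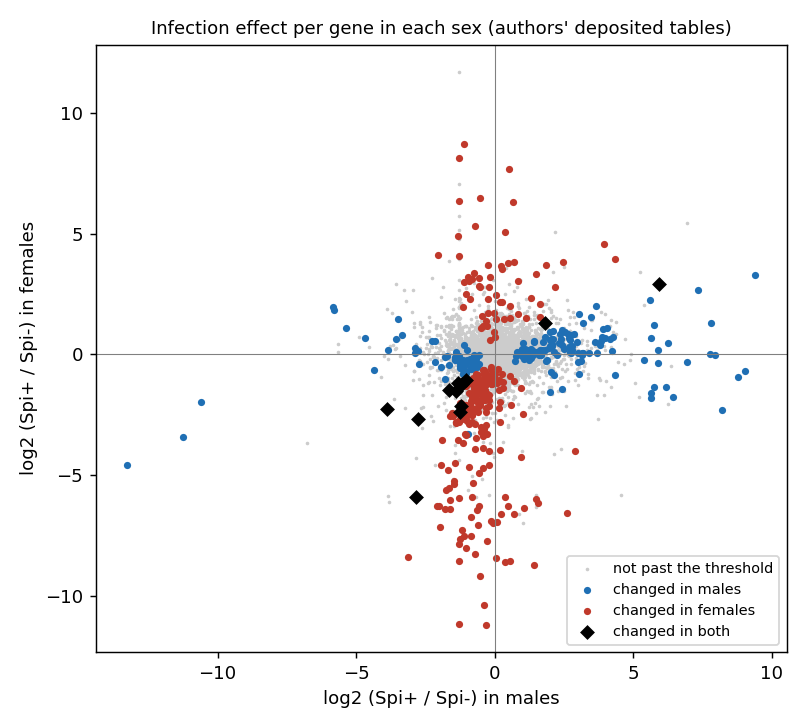
Log2 Spi+ over Spi- in males (x axis) and in females (y axis) for the genes of the authors' deposited tables, each point a gene. Genes changed in males spread along the x axis, genes changed in females along the y axis, and the 12 genes changed in both (black) share their sign.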

### *Spiroplasma* infection effects on genes that encode spermatophore constituents

When tsetse copulate, the ejaculate, which is composed of sperm and secretory products (i.e., seminal fluid) derived from the male testes and accessory glands, are transferred to the female uterus where they are encapsulated into a spermatophore. The spermatophore functions as a protective container for the ejaculate and ensures that sperm and seminal fluid are delivered to the female spermathecal ducts, which in turn modifies female behavior, including potential inhibition of further matings by competing males [3–5]. Within 24 h of the commencement of copulation, sperm are transferred to the female’s spermatheca and the spermatophore is discharged from the uterus [3]. We had previously identified the proteins detected in the *G*. *morsitans morsitans (Gmm)* spermatophore by collecting the structures from the female spermatheca shortly after completion of copulation [2]. We first identified the homologs of these *Gmm* protein encoding genes in *Gff* and then evaluated their expression status in the presence of *Spiroplasma*. We found that of the 287 genes whose products were detected in the *Gmm* spermatophore, seven were DE in *Gff*^*Spi*+^ males and 12 were DE in *Gff*^*Spi*+^ females relative to *Gff*^*Spi—*^datasets (S1 Data). Of the seven genes encoding spermatophore proteins contributed by male gonads, six were up-regulated and one was down-regulated in the presence of *Spiroplasma*. Of the 12 genes encoding spermatophore proteins contributed by female reproductive organs, four were up-regulated and eight were down-regulated in the presence of *Spiroplasma*. Among the DE genes in females were two that encode transcription factors and three that encode serine protease inhibitors, while the up-regulated genes in males primarily encoded cuticle related proteins.

### Immunity genes up-regulated in *Gff*^*Spi*+^ males

Long term persistence of endosymbionts requires evasion of, and/or resistance against, host immune responses. Although the absence of metabolically costly immune responses would benefit host fitness, induced immunity can also be beneficial to the symbiosis as it confers resistance to other pathogens that could compete for limited nutritional resources. In *Drosophila*, *Spiroplasma* infections do not activate host immune responses, and the bacterium is not susceptible to either the cellular or humoral arms of the fly’s immune system [29]. To understand tsetse-*Spiroplasma* immune dynamics, we investigated whether DE genes in *Gff*^*Spi*+^ males and females encoded immunity related functions. We found that in the male gonads, the presence of *Spiroplasma* significantly induces Toll pathway constituents, including *toll-like receptor 7* (GFUI009072), the antimicrobial peptide *defensin* (GFUI031425), and *easter* (GFUI050711), which encodes a serine-protease required to process the extracellular Toll ligand Spätzle. 

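All 3 Toll pathway genes were higher in infected males. The solved mean of *defensin* (GFUI031425) was 415 normalized counts in Spi- and 6540 in Spi+ males, and the authors' deposited table gives a log2 fold change of 3.98 (standard error 0.722, adjusted p = 1.42e-05). *Toll-like receptor 7* (GFUI009072) had 81.7 in Spi- and 339 in Spi+ males, a log2 fold change of 2.05 in the authors' deposited table (standard error 0.536, adjusted p = 0.0117). *Easter* (GFUI050711) had 0.572 in Spi- and 43.5 in Spi+ males, and the authors' deposited table gives 6.25 (standard error 1.61, adjusted p = 0.0100). Its fold change rests on a Spi- mean below 1 normalized count. The study chose these genes on the same libraries, so they are not independent evidence that the pathway rose. From them the paper concludes that *Spiroplasma* induces Toll pathway constituents in the male gonads.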

We also noted that in addition to the Toll signaling pathway, several abundantly expressed Mucin encoding genes (GFUI039642, GFUI016405, GFUI054349, GFUI017943) were induced in *Gff*^*Spi*+^ males. 

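The 4 mucin genes rose together in infected males. Solved means went from 200 to 1293 normalized counts for GFUI039642, from 62.3 to 780 for GFUI016405, from 28.2 to 361 for GFUI054349 and from 53.1 to 585 for GFUI017943. The authors' deposited table gives log2 fold changes of 2.70, 3.65, 3.68 and 3.46 (largest adjusted p = 0.00543). All 4 also passed when adjusted over the list alone, which is not independent evidence, since the study chose them on these libraries. In females, which the choice did not rest on, 0 of the 4 were called in the authors' deposited table (1 at an unadjusted p under 0.05). Their median log2 fold change there was 1.10, at percentile 99.96 of 10000 random lists of like abundance (permutation p adjusted over 8 lists = 0.00267). The permutation p here and below comes from drawing other genes. It takes the members of a list as independent and does not measure variation between pools. The effect differed between the sexes for 1 of the 4 mucin genes, GFUI054349 (-3.64 in females minus males, adjusted p = 0.0292 from the authors' standard errors).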

Mucins are produced by epithelial tissues where they function in different roles from lubrication to cell signaling to forming chemical barriers as well as binding and entrapping pathogens [30]. 

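The 3 Toll pathway genes had lower levels in males than in females among uninfected flies, a contrast that shares its Spi- male libraries with the infection contrast. Derived for Spi- flies with the authors' standard errors, log2 male over female was -3.74 for *defensin* (adjusted p = 2.70e-06), -2.67 for *toll-like receptor 7* (adjusted p = 6.59e-06) and -6.47 for *easter* (adjusted p = 3.63e-04). In Spi+ flies the authors' deposited table gives -0.45, -1.03 and -0.67, with none past adjusted p 0.05. The immune list fixed beforehand holds these 3 genes and 5 found by product name in the part held, among them lysozyme, dual oxidase and *spatzle*; 1 of the 5, a palmitoyl-protein thioesterase, matched by its name only. Of 7 tested in males, 3 rose, 0 fell, and 4 rose when adjusted over the list alone, with a median log2 fold change of 1.62. Dorsal interacting protein (GFUI007583) had 1.19 (adjusted p = 0.172) in the authors' deposited table.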

Taken together, this analysis indicates that *Spiroplasma* infection induces the upregulation of a highly restricted repertoire of immune related genes in the reproductive tract of *Gff* males. 

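No immune gene of the list passed the test in females. Of 7 tested, 0 were called in the authors' deposited table and 0 were at an unadjusted p under 0.05, with a median log2 fold change of 0.44. The 3 genes the paper gives by ID had a median of 0.46, higher than most random lists of like abundance without passing the threshold (permutation p adjusted over 8 lists = 0.0699). The solved mean of *defensin* was 5535 normalized counts in Spi- and 8922 in Spi+ females, and the authors' deposited table gives a log2 fold change of 0.69 (standard error 0.716). *Toll-like receptor 7* and *easter* had 0.42 and 0.46 there in the authors' deposited table (adjusted p = 0.998 for each). The infection effect was not shown to differ between the sexes for these 3 genes (adjusted p = 0.0887, 0.425 and 0.0763 from the authors' standard errors). Outside the list, a gene that S3 Data places under defense response to other organism (GFUI041281, chosen after its values were seen) had solved means of 10.3 in Spi- and 143 in Spi+ females. The authors' deposited table gives it a log2 fold change of 3.79 (adjusted p = 0.0239).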

The bacterium had no impact on immune gene expression in *Gff* females.

### Gene ontology (GO) analysis of DE gene products

To understand the major putative function(s) for the 493 DE gene products associated with *Spiroplasma* infection in *Gff* reproductive physiology, we performed GO (gene ontology) term enrichment analysis [31]. We found that within the up-regulated genes in *Gff*^*Spi*+^ males, the significantly enriched GO terms are associated with cuticle development, chitin process, cell adhesion, defense response and receptor activity (S1A Fig and S3 Data). 

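Among the gene lists, structural genes of the cuticle had the highest median log2 fold change in males. All 12 cuticle genes of S3 Data rose in Spi+ males, with a median log2 fold change of 5.56 and a highest of 9.03 in the authors' deposited table. GFUI006751 went from a solved mean of 13.3 to 6951 normalized counts and GFUI028823 from 123 to 5150. For GFUI006751 the Spi+ pools differed widely: S2 Data, the paper's own values, gives 1171, 58.7 and 213 TPM in Spi+ males 2, 4 and 5 and 0.360 and 1.15 in Spi- males 1 and 3. All 8 chitin-binding genes of S3 Data rose as well, by a median of 3.63 in the authors' deposited table, among them GFUI013147 (157 to 2808 normalized counts). Both groups also passed when adjusted over the list alone, which is not independent evidence because S3 Data drew them from these libraries. In females 0 cuticle genes were called (0 at an unadjusted p under 0.05; median log2 fold change -0.14, permutation p adjusted over 8 lists = 0.207), and for 6 of the 12 the effect differed between the sexes. Among genes with a mean count of at least 100, the cuticle list had a lower median in females and passed the same comparison. The chitin-binding genes had a median of 0.73 in females (permutation p adjusted over 8 lists = 8.0e-04), with 0 called in the authors' deposited table and 1 at an unadjusted p under 0.05. This list also holds the mucins GFUI016405 and GFUI054349, so it is not separate from the mucin list.

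**Figure D2:**
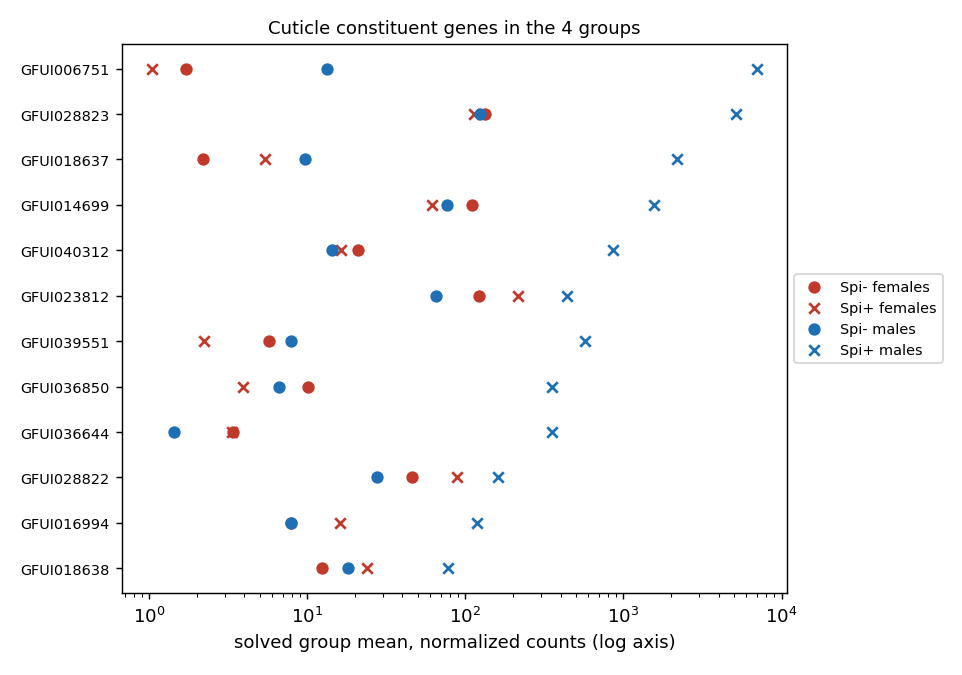
Solved group means (normalized counts, log axis) of the 12 cuticle genes of S3 Data, 1 row per gene, with circles for Spi- and crosses for Spi+, females in red and males in blue. In each row the Spi+ males lie to the right of the other groups, as for GFUI006751 at 6951 against 13.3 in Spi- males.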

The down-regulated genes in *Gff*^*Spi*+^ males were enriched for lipid catabolic process and peptidyl-dipeptidase activity (S1B Fig and S3 Data). 

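Single genes of lipid and related metabolism fell in infected males. The lipid catabolic genes GFUI022685 and GFUI023422 fell by 1.14 (standard error 0.185, adjusted p = 4.76e-07) and 1.16 (adjusted p = 0.0418) on the log2 scale in the authors' deposited table. A hydroxymethylglutaryl-CoA reductase (GFUI013787), an enzyme of the mevalonate pathway, and an inositol-3-phosphate synthase (GFUI008657) also fell, at -0.57 and -2.88 in the authors' deposited table. The reductase and GFUI023422 lose their call relative to the summed normalized counts, at -0.14 and -0.73. Solved means of the synthase were 3594 normalized counts in Spi- and 489 in Spi+ males. S3 Data assigns these functions, and the genes were chosen from it after their values were seen. Of 8 lipid metabolism genes with a product name in the part held, 0 were called in males (2 at an unadjusted p under 0.05), 1 was lower when adjusted over the list alone, and the median log2 fold change was 0.29. In females the 2 lipid catabolic genes had -0.25 and -0.84 in the authors' deposited table, and the infection effect was not shown to differ between the sexes (adjusted p = 0.0659 and 0.985).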

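Single lipid enzyme genes rose in infected females, while of the 8 lipid metabolism genes with a product name in the part held 0 were called (1 at an unadjusted p under 0.05). A lipid metabolic gene (GFUI012219) rose from a solved mean of 13.4 to 109 normalized counts, the fatty-acyl-CoA reductase GFUI033294 from 181 to 1017 and the phospholipase A2 GFUI048293 from 82.4 to 325. The authors' deposited table gives these 3 genes log2 fold changes of 3.03, 2.49 and 1.98. For the reductase and the phospholipase the effect was higher in females than in males by 3.54 (adjusted p = 0.00707) and 3.12 (adjusted p = 0.00262), by the Wald test on the authors' standard errors. An octopamine receptor (GFUI016188) rose by 1.65 and an aspartic endopeptidase (GFUI008851) by 3.21 in the authors' deposited table, while the alkaline phosphatases GFUI044509 and GFUI047453 fell by 2.79 and 2.58 there. These 7 genes were chosen from S3 Data after their values were seen. All 12 genes of organic acid metabolism in S3 Data fell, with log2 fold changes from -8.74 to -1.02 in the authors' deposited table, as they did when adjusted over the list alone, which is not independent evidence. Among them, a probable acetate kinase (GFUI000661) had a solved mean of 27.0 in Spi- and 0.0688 in Spi+ females. Its Spi- mean rests on 2 pools: S2 Data gives 2.32, 3.97 and 0 TPM in Spi- females 1, 2 and 3. In males 0 of the 12 were called (3 at an unadjusted p under 0.05), and their median was -0.50 (permutation p adjusted over 8 lists = 0.0648). All 3 genes of lipopolysaccharide, peptidoglycan and porphyrin synthesis in S3 Data fell in females too, with a median of -7.86, and had a median of -1.28 in males (permutation p adjusted over 8 lists = 0.0699). These decreases rest on low values in few pools: S2 Data gives Spi- females 1, 2 and 3 1.46, 3.22 and 0 TPM for GFUI000402, 0.104, 1.24 and 0 for GFUI000564 and 0.101, 0.433 and 0.114 for GFUI000515, with 0 in both Spi+ pools. The paper chose ribosomal reduction to read *Spiroplasma* transcripts as well, so bacterial RNA can be present. That could also be RNA of *Wigglesworthia* or *Sodalis*, symbionts of tsetse that the paper names. *Spiroplasma* marks the Spi+ pools, and it is these that had 0 TPM in females. Whether the transcripts of these 3 genes, of the acetate kinase or of *Thioredoxin reductase* come from the fly was not tested. *Thioredoxin reductase* had 0 and 0.0950 TPM in Spi+ females 4 and 5.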

The up-regulated genes in *Gff*^*Spi*+^ females were enriched for lipid metabolic process and defense response (S1C Fig and S3 Data) while the down-regulated genes in *Gff*^*Spi*+^ females were enriched for peptidase activity, proteolysis, and chitin metabolic process (S1D Fig and S3 Data).

### *Spiroplasma* infection effects on female gene expression

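Milk gland genes carried most transcripts of the genes that rose in Spi+ females, 705119 of 818215 normalized counts. Solved means of all 61 genes summed to 214343 normalized counts in Spi- and 818215 in Spi+ females, against 48775 in Spi- and 53661 in Spi+ males. Within them the 11 unbiased genes went from 0.0486% to 0.361% of the summed normalized counts and the 2 male-biased genes from 0.00518% to 0.0145%. The solved mean of *mgp10* was 68332 in Spi- and 195981 in Spi+ females, and that of *mgp4* was 53671 and 159473.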

The up-regulated female-biased genes in *Gff*^*Spi*+^ females comprised over 14% of the entire transcriptome, while these same genes comprised only 4% of the total transcriptome in *Gff*^*Spi*-^ females. 

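Tsetse milk proteins are secreted by the milk gland to feed the larva in the uterus. In the authors' deposited table *mgp1* (GFUI006902) had a log2 fold change of 2.45 in Spi+ females (standard error 0.585, adjusted p = 0.00213), *mgp10* (GFUI050429) 1.52 (adjusted p = 0.0284) and *mgp4* (GFUI050451) 1.57 (adjusted p = 0.0239). S2 Data, the paper's own values, gives *mgp1* 10406, 5083 and 5676 TPM in Spi- females 1, 2 and 3 and 32240 and 59864 TPM in Spi+ females 4 and 5. In males the solved means were low, 68.2 in Spi- and 70.8 in Spi+ for *mgp1*. All 4 genes of the milk gland list rose in females, also when adjusted over the list alone, which is not independent evidence because the paper picked them from these libraries. In males 0 of the 4 were called (0 at an unadjusted p under 0.05), with a median log2 fold change of -0.20 (permutation p adjusted over 8 lists = 0.614). By the Wald test on the authors' standard errors, the effect was not shown to differ between the sexes for *mgp1* (2.39, adjusted p = 0.200), *mgp10* (0.96, adjusted p = 0.826) or *mgp4* (2.04, adjusted p = 0.157).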

Among the up-regulated gene dataset, we noted the presence of several highly abundant tsetse milk proteins, including Mgp1 (GFUI006902), Mgp10 (GFUI050429), Mgp4 (GFUO050451). In addition, we detected high level expression of a gene annotated as Apolipoprotein (GFUI006901) located adjacent to the *mgp1* (GFUI006902) locus.

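GFUI006901, annotated as an apolipoprotein in the paper, rose with the milk protein genes at a far lower level. Its solved mean was 120 normalized counts in Spi- and 582 in Spi+ females, and the authors' deposited table gives a log2 fold change of 2.27 (standard error 0.547, adjusted p = 0.00238). Per library, S2 Data, the paper's own values, gives 1.50, 2.52 and 2.85 TPM in Spi- females 1, 2 and 3 and 9.13 and 13.9 TPM in Spi+ females 4 and 5. In males its solved means were 15.9 and 8.58, and the difference of the effect between the sexes was 3.16 (adjusted p = 0.0675 from the authors' standard errors). The files hold no gene positions, so its place beside *mgp1* was not checked.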

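The decreases in Spi+ females ranged widely. The quartiles of the log2 fold change lay at -3.92 and -1.22 in the authors' deposited table, and subunit a of the proton pump (solved means 2626 and 481 normalized counts) lies between them. The secreted peptide GFUI001515 and the midgut trypsin GFUI029966 lie far beyond the lower one. The part of S2 Data held has TPM per library for 36 of the genes that fell, and in 21 of them Spi- female 3 lay nearer to the Spi+ pools than to the other Spi- pools on the log2 scale, against 3 for Spi- female 1 and 1 for Spi- female 2. This comparison was chosen after the values were seen. The median log2 TPM ratio over the 36 genes was -1.80 with all libraries, -2.25 without Spi- female 3 and -1.02 without Spi- female 2, where 34 of them were still lower in Spi+ females.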

We also noted that 234 male-biased genes were dramatically down-regulated in *Spiroplasma* infected females. These genes contributed a total of 1% of the transcriptome in the infected state, down from 17% in the uninfected state. 

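The summed transcripts of these genes were lower in Spi+ females, and higher in males than in females in either infection state. Summed over the 238 genes that fell, solved means were 1580070 normalized counts in Spi- and 167449 in Spi+ females. In males the same genes summed to 10745400 in Spi- and 4217080 in Spi+ flies, with 10 of them called lower in Spi+ males and a median log2 fold change of -0.57. Relative to the summed normalized counts, every fold change in males is higher by 0.43, which brings this median nearer to no change. Over all genes that sum fell from 28305600 in Spi- to 20989900 in Spi+ males, largely through these same genes. The scaling thus takes out part of their own fall. For the serine-type endopeptidase genes GFUI026205, GFUI049367 and GFUI023419, chosen after their values were seen, the authors' deposited tables give log2 fold changes of -4.79, -7.15 and -5.38 in females and -1.68, -1.99 and -1.47 in males (smallest adjusted p in males = 0.479). The share of the male-biased genes fell 8.98-fold in females.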

Among the abundant and highly reduced genes were ones that encode multiple proteins annotated with digestive functions, such as those that had signatures of midgut trypsins (GFUI029963, GFUI029966, GFUI14886, GFUI024126, GFUI049688, GFUI006483, GFUI026212), serine proteases (GFUI026465, GFUI009869, GFUO026202), trypsin-like serine proteases (GFUI028730, GFUI028738), zinc-carboxypeptidases (GFUI030548, GFUI007477), chymotrypsin-like proteins (GFYI032994, GFUI032998, GFUI010855), and a carboxypeptidase (GFUI022995). 

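Transcripts of digestive proteases, enzymes of the blood meal in the midgut, were lower in infected females. The trypsin gene GFUI029966 had a solved mean of 66496 normalized counts in Spi- and 29.2 in Spi+ females, the trypsin gene GFUI006483 88392 and 3888, and the zinc carboxypeptidase GFUI007477 77491 and 1259. The authors' deposited table gives log2 fold changes of -11.15, -4.51 and -5.94 (largest adjusted p = 0.00145), and the smallest decrease among those called was -1.31, for GFUI049688. Of the 18 genes of the list, GFUI032998 is not in the tables and 16 of the other 17 fell, the same 16 as a count adjusted over the list alone, which is not independent evidence since the paper picked them here. The exception, GFUI028730, had a solved mean of 0.837 in Spi- females (adjusted p = 0.998 in the authors' deposited table), and the call of GFUI014886, at 4.16, ended when p-values were adjusted over every gene. In males 0 were called (4 at an unadjusted p under 0.05), and their median was -1.02 (permutation p adjusted over 8 lists = 8.0e-04, the smallest they can give before adjustment being 2.0e-04). By the authors' standard errors the effect differed between the sexes for 3 of them, GFUI029966, GFUI028738 (-4.15, adjusted p = 0.0273) and GFUI032994 (-3.87, adjusted p = 0.0166). Pools varied within a group: for GFUI006483, S2 Data, the paper's own values, gives 13175, 15883 and 5389 TPM in Spi- females 1, 2 and 3 and 1344 and 36.0 TPM in Spi+ females 4 and 5.

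**Figure D3:**
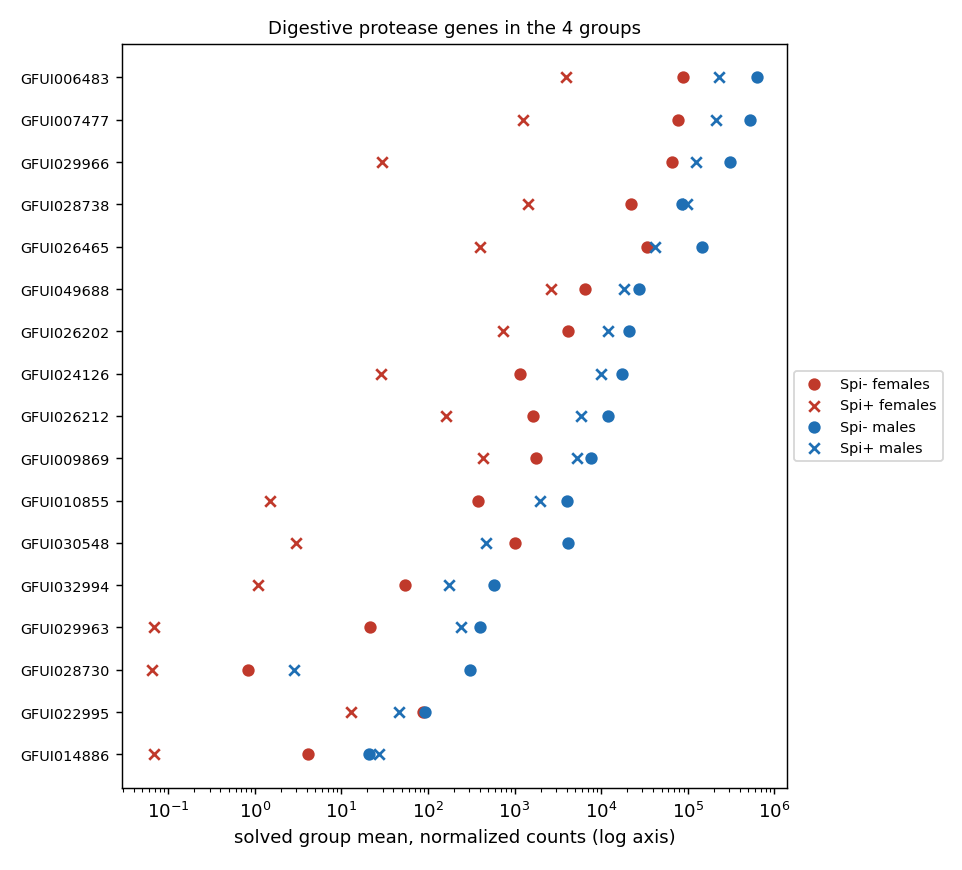
Solved group means (normalized counts, log axis) of the 17 digestive protease genes in the tables, 1 row per gene, with circles for Spi- and crosses for Spi+, females in red and males in blue. In each row the Spi+ females lie farthest to the left, as for GFUI029966 at 29.2 against 66496 in Spi- females.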

The physiological consequences of this reduced proteolytic activity on *Gff*^*Spi*+^ females remain to be determined.

### Impact of *Spiroplasma* infection on *Gff* female metabolism and reproductive fitness

We next investigated whether *Spiroplasma* induced differences in gene expression regulate critical metabolic processes relevant for fecundity. To do so we measured several reproductive fitness parameters in *Gff*^*Spi*+^ and *Gff*^*Spi*-^ pregnant females and males. We began by measuring the impact of *Spiroplasma* infection on the length of tsetse’s gonotrophic cycle (GC), which includes oogenesis, embryogenesis and larvigenesis. We observed that the1^st^, 2^nd^, and 3^rd^ GCs of *Gff*^*Spi*+^ females (23.0 ± 0.24, 12.6 ± 0.19, and 13.0± 0.2 days, respectively) were significantly longer than that of their age-matched counterparts that did not harbor *Spiroplasma* (21.0 ± 0.36, 11.0 ± 0.29, and 11.2± 0.33 days, respectively) (GC1, *p* = 0.0001; GC2, *p*<0.0001; GC3, *p* = 0.0009; log rank test) (Fig 3A and S4 Data). We next weighed pupae-stage offspring from *Gff*^*Spi*+^ and *Gff*^*Spi*-^ females and observed no significant difference between groups across all three GCs (GC1, *Gff*^*Spi*+^ = 26.0 ± 1.4 mg, *Gff*^*Spi*-^ = 24.6 ± 1.1 mg; GC2, *Gff*^*Spi*+^ = 25.7 ± 1.0 mg, *Gff*^*Spi*-^ = 27.4 ± 1.8 mg; GC3, *Gff*^*Spi*+^ = 25.4 ± 1.7 mg, *Gff*^*Spi*-^ = 26.4 ± 1.6 mg) (GC1, *p* = 0.34; GC2, *p* = 0.08; GC3, *p* = 0.15; multiple t tests) (Fig 3B). These findings indicate that an infection with *Spiroplasma* does not impact pupal weight but does increase the length of tsetse’s GC. As such, infection with this bacterium may result in the production of fewer offspring over the course of the female’s lifespan, thus exerting a detrimental impact on the fly’s overall reproductive fitness.

**Fig 3:**
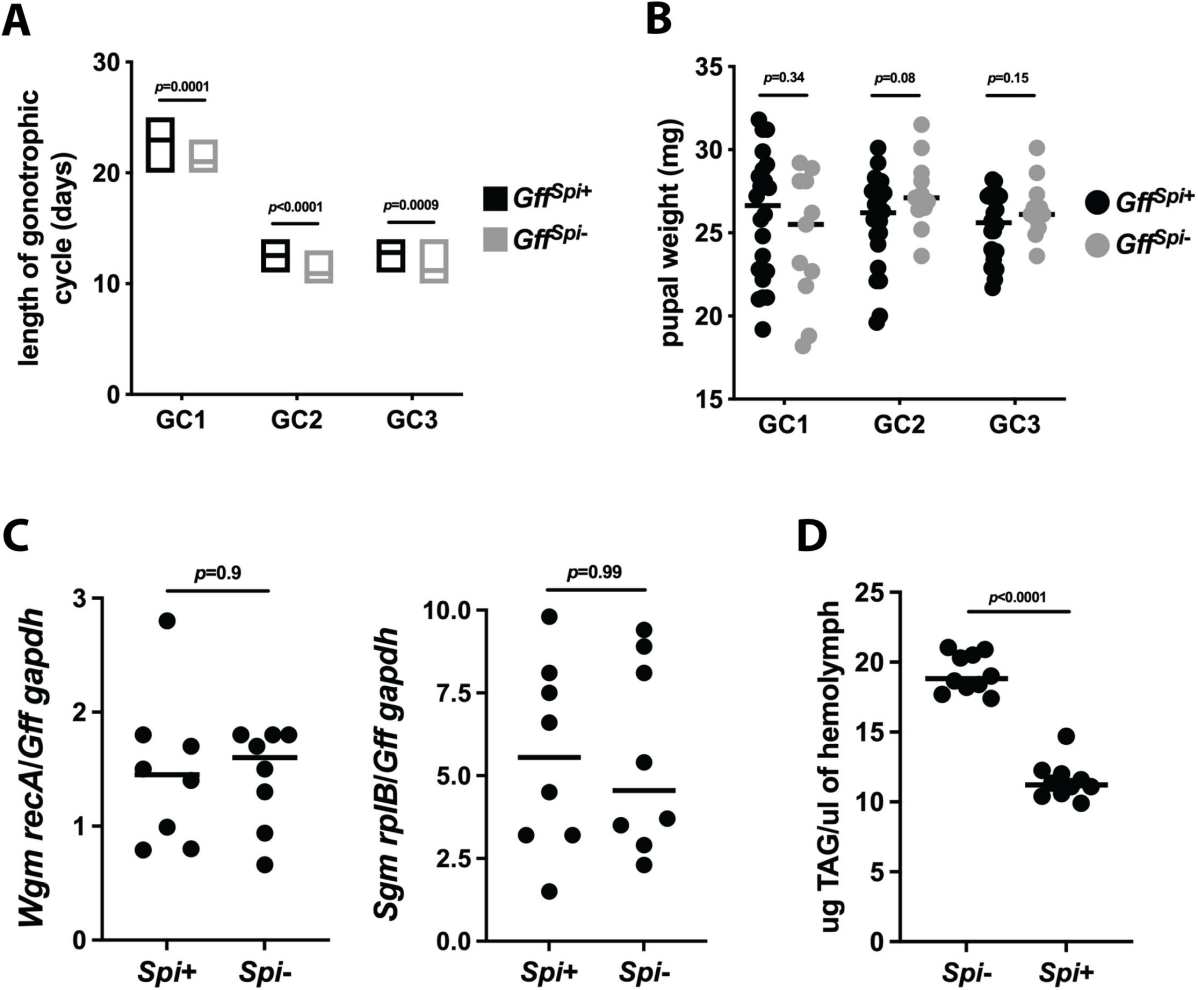
Impact of *Spiroplasma* infection on the reproductive and nutritional fitness of female tsetse flies. (A) Gonotrophic cycle (GC) length of offspring from *Gff*^*Spi+*^ and *Gff*^*Spi-*^ females. Age-matched, pregnant females from each group (*n* = 34 per group) were housed in individuals cages and monitored daily to observe frequency of pupal deposition. Statistical significance was determined via log-rank test. (B) The weight of pupae deposited by *Gff*^*Spi+*^ and *Gff*^*Spi-*^ females. Each dot represents an individual pupa, bars represent median values of pupae form each GC. Statistical significance was determined via multiple t-tests with correction via the Holm-Šídák method. (C) Relative densities of *Wigglesworthia* and *Sodalis* in *Gff*^*Spi+*^ and *Gff*^*Spi-*^ females. Relative *Wigglesworthia recA and Sodalis rplB* copy number was quantified using genomic DNA derived from *Gff*^*Spi+*^ or *Gff*^*Spi-*^ female midguts (including the *Wigglesworthia* harboring bacteriome organ). *Wigglesworthia recA and Sodalis rplB* was normalized relative to *Gff gapdh* copy number in each sample. Each dot represents one biological replicate (three midguts per replicate), and bars indicate median values. Statistical significance was determined via students t-test. (D) Amount of triacylglyceride (TAG) circulating in the hemolymph of *Gff*^*Spi+*^ and *Gff*^*Spi-*^ females. Three microliters of hemolymph was extracted from two-week-old pregnant females and TAG was quantified colorimetrically via comparison to triolein standard curve (S2 Fig). Each dot represents an individual pupa, bars represent median values of pupae form each GC. Statistical significance was determined via unpaired t-test.

We have previously demonstrated that experimental depletion of *Wigglesworthia* density (via treatment with antibiotics) significantly impairs tsetse’s reproduction [12,32–34]. With this in mind, we measured the relative densities of endosymbiotic *Wigglesworthia* and *Sodalis* in *Gff*^*Spi*+^ and *Gff*^*Spi*-^ females to determine if these symbionts are impacted by the presence of *Spiroplasma*. We determined that *Gff*^*Spi*+^ and *Gff*^*Spi*-^ females house similar densities of *Wigglesworthia* (Fig 3C, left graph) and *Sodalis* (Fig 3C, right graph). Because *Spiroplasma* infection did not impact the density of these tsetse symbionts, we next investigated whether the prolonged GC length presented by *Gff*^*Spi*+^ females reflected a competition for resources between the bacterium and pregnant female flies. This theory is supported by the fact that in *Drosophila*, *Spiroplasma* proliferation is limited by the availability of circulating lipids [20]. The gut of 3^rd^ instar tsetse larvae contains high levels of triacylglyceride (TAG) [35], which originate in tsetse’s fat body and are transferred through hemolymph to the milk gland where they are incorporated into maternal milk secretions [36,37]. To determine if *Spiroplasma* hijacks tsetse TAG, at the nutritional expense of developing intrauterine larvae, we compared TAG levels in the hemolymph of pregnant *Spi*^+^ and *Spi*^-^ females. We found that pregnant *Spi*^-^ females had significantly more TAG circulating in their hemolymph (19.2 ± 0.4 μg/μl) than did their age and pregnancy stage-matched *Spi*^+^ counterparts (11.5 ± 0.4 μg/μl) (*p*<0.0001; t test) (Fig 3D). These findings suggest that, like in *Drosophila*, *Spiroplasma* uses tsetse lipids as an energy source. This competition between tsetse and *Spiroplasma* for dietarily limited yet metabolically important lipids may result in the relatively long GC we observed in *Spi*^+^ mothers because less of this nutrient is available for incorporation into milk secretions.

### Impact of *Spiroplasma* infection on *Gff* male reproductive fitness

Our transcriptomic data informed us that infection with *Spiroplasma* impacts the expression of several genes that encode spermatophore-associated proteins. These proteins, many of which arise from the male accessory gland and are transferred in seminal fluid, play a prominent role in sperm fitness [2,38]. We thus compared the fitness of sperm derived from *Spi*^+^ compared to *Spi*^-^ males to determine if infection with the bacterium impacts the fitness off *Gff* sperm. To do so we quantified the transcript abundance of *sperm-specific dynein intermediate chain* (*sdic*; VectorBase gene ID GFUI025244) in the spermathecae of 7 day old female flies two days after having mated with either *Spi*^+^ or *Spi*^-^ males. The *Drosophila* homologue of this gene is expressed exclusively in sperm cells [39] and has been used to quantify sperm abundance and competitiveness (as a function of motility) [40–42]. We observed that *sdic* transcript abundance in the spermathecae of females that mated with *Spi*^-^ males was significantly higher than in that of their counterparts that mated with *Spi*^+^ males (Fig 4). This conspicuous difference in the abundance of *sdic* transcripts expressed by sperm within the spermathecae of females that mated with *Spi*^-^ versus *Spi*^+^ males was surprising considering the fact that expression of this gene in the reproductive tract of field captured *Spi*^-^ and *Spi*^+^ males was not significantly different when measured by RNAseq (S1 Data). 

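In the authors' deposited table *sdic* (GFUI025244), a gene of sperm motility, had a log2 fold change of -0.10 between Spi+ and Spi- males (standard error 0.489, adjusted p = 0.981). Its solved means were 1266 normalized counts in Spi- and 1182 in Spi+ males. In normalized counts the female tract held as much, 1378 in Spi- and 1826 in Spi+ females, and the derived log2 male over female in Spi- flies was -0.12 (adjusted p = 0.880 from the authors' standard errors). These counts summed over all genes to 14168200 in Spi- females and 28305600 in Spi- males. The females had mated, and their tracts included the spermathecae, which store sperm. The source of *sdic* transcripts in females was not tested. Relative to the summed normalized counts, a scaling chosen after seeing the data, the infection fold change in males turns to 0.33 (adjusted p = 0.669 from the authors' standard errors).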

To validate this RNAseq data, we used RT-qPCR to measure *sdic* expression in sperm housed in the reproductive tract of 7 days old *Spi*^-^ and *Spi*^+^ lab reared *Gff* males (these sperm were the same age as those used to measure *sdic* transcript abundance in the spermathecae of mated females). Similar to what we observed via RNAseq, *sdic* expression was not significantly different in sperm housed in the male reproductive tract (Fig 4).

**Fig 4:**
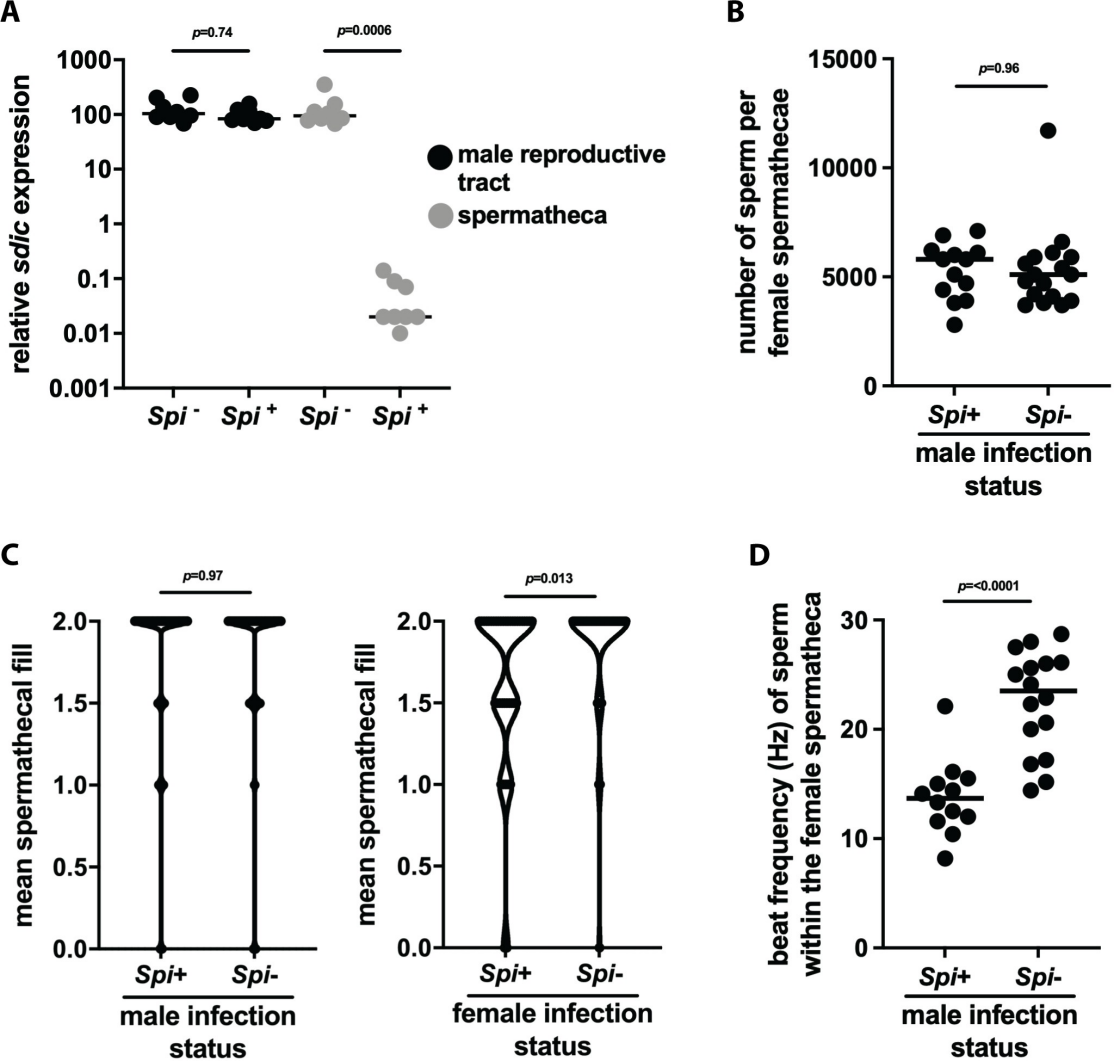
The impact of *Spiroplasma* infection on male *Gff* reproductive fitness. (A) Relative expression of *sperm-specific dynein intermediate chain* (*sdic*) in sperm located within the reproductive tract of *Gff*^*Spi+*^ and *Gff*^*Spi-*^ males or within the female spermatheca following copulation. *Sdic* expression in each sample was normalized relative to tsetse’s constitutively expressed *pgrp-la* gene. Each dot represents one biological replicate, and bars indicate median values. Statistical significance was determined via one-way ANOVA followed by Tukey’s HSD post-hoc analysis. (B) Quantification of sperm within the spermatheca of female flies that mated with either *Spi*^+^ or *Spi*^-^ males. Measurements were made using a Neubauer counting chamber. Each dot represents one spermatheca, and bars indicate median values. Statistical significance was determined via student’s t-test. (C) Spermathecal fill of female flies that mated with either *Spi*^+^ or *Spi*^-^ males. Spermatheca fill data were analyzed using Kruskal-Wallis rank test using R companion and FSA software packages [75,76]. (D). Motility, as a measure of flagellar beat frequency in hertz (Hz), of sperm within the spermatheca of female flies that mated with either *Spi*^+^ or *Spi*^-^ males. Video recordings of sperm were acquired at a rate of 50 frames per second, and beat frequency was analyzed using FIJI and the ImageJ plugin SpermQ. Each dot on the graph represents the mean beat frequency of two sperm tails from each spermatheca. Statistical significance was determined via student’s t-test.

The above data indicate that *sdic* expression decreases significantly in sperm that originate from *Spi*^+^ males following transfer to the female spermatheca, thus suggesting that the bacterium plays a role in either regulating the number of sperm transferred during mating and/or sperm motility (and thus competitiveness) after mating. To investigate further we quantified both the quantity and motility of sperm in the spermathecae of females 24 hrs after having mated with either *Spi*^+^ or *Spi*^-^ males. Manual counting indicated no significant difference in the number of stored sperm when females had mated with either *Spi*^+^ (5375 ± 537 sperm per spermathecae) or *Spi*^-^ (5358 ± 632 sperm per spermathecae) males (Fig 4B). We additionally quantified the abundance of stored sperm as a reflection of spermathecal fill, which measures the quantity of sperm and seminal fluid transferred from males to the spermatheca of their female mates. Male *Spiroplasma* infection status had no impact on spermathecal fill. However, when female mates were infected with *Spiroplasma* we observed a significant reduction in the size of their spermatheca compared to that of *Spi*^-^ females (Kruskal-Wallis, *X*^*2*^ = 6.1763, df = 1, *p* = 0.0129) (Fig 4C). We also investigated whether the precipitous drop in *sdic* expression in sperm transferred from *Spi*^+^ compared to *Spi*^-^ males was representative of a decrease in the motility of sperm derived from males in the latter group. We observed that sperm derived from *Spi*^+^ males exhibited a mean beat frequency of 13.4 (±1.7) hertz (Hz), while those derived from *Spi*^-^ males exhibited a mean beat frequency of 22.1 (±1.4) Hz (Fig 4D).

Taken together, these results indicate that the *Spiroplasma* infection status of male *Gff* does not impact the number of sperm they transfer during mating, but female infection status of the mating pairs does impact the number of sperm stored in their spermatheca. Additionally, *Spiroplasma* exerts a significant impact on the competitiveness of sperm stored in the spermatophore, as cells that originate from infected males are significantly less motile than are those that originate from their uninfected counterparts.

### Vertical transmission of *Spiroplasma*

*Spiroplasma* is maternally transmitted in several insect systems, including the tsetse fly, as evidenced by the presence of the endosymbiont in the intrauterine larva [14]. However, not all tsetse populations, nor individuals within distinct populations, house the bacterium [14,15]. This heterogeneity in infection prevalence suggests that vertical transmission of the bacterium may be imperfect and thus occur at a frequency of less than 100%. We performed three distinct experiments as a means of quantitating the fidelity of *Spiroplasma* vertical transmission (see Materials and Methods for experimental details).

For experiment 1, we observed that 86% of adult offspring (from three GCs combined) derived from matings between *Spi*^+^ mothers and *Spi*^+^ fathers were *Spi*^+^ as were 97% of adult offspring from matings between *Spi*^+^ mothers and *Spi*^-^ fathers. Also in experiment 1 we observed no *Spi*^+^ adult offspring when mothers lacked the bacterium, regardless of their mate’s infection status (Table 1 and S5 Data). For experiment 2, 67% of pupal offspring (from three GCs combined) derived from matings between *Spi*^+^ mothers and *Spi*^+^ fathers were *Spi*^+^ as were 44% of pupal offspring from matings between *Spi*^+^ mothers and *Spi*^-^ fathers (Table 1 and S5 Data). In experiment 2, four matings between *Spi*^-^ mothers and *Spi*^+^ fathers collectively resulted in the deposition of nine pupae, four of which carried *Spiroplasma* infections. Interestingly, in three out of four mating pairs, the second offspring (GC2) was positive for the *Spiroplasma* infection while the first offspring (GC1) was negative (Table 1 and S5 Data), indicating imperfect paternal transmission at best. The varying results we obtained between these experiments could reflect the different developmental stages of the offspring we tested (experiment 1, newly eclosed adults; experiment 2, newly deposited pupae). *Spiroplasma* density decreases during development as tsetse age from larvae through pupation and eclosion to adulthood [14]. Hence, it remains to be seen whether the *Spiroplasma* present in the pupae analyzed in experiment 2 would persist through the lengthy pupal stage (~ 30 days) and into adulthood.

**Table 1:** Vertical transmission of *Spiroplasma* across three gonotrophic cycles (GCs).

	*Spiroplasma* infection status			# of *Spiroplasma* infected offspring/total offspring sample/GC			
experiment #^a^	mother	father	number of mating pairs^b^	GC1	GC2	GC3	total % transmission^c^
Exp 1	+	+	7	6/7	6/7	6/7	86% (18/21)
		-	13	13/13	13/13	12/13	97% (38/39)
	-	+	9	0/9	0/9	0/9	0% (0/27)
		-	5	0/5	0/5	0/5	0% (0/15)
Exp 2	+	+	5	4/5	2/3	0/1	67% (6/9)
		-	7	6/7	3/5	2/2	79% (11/14)
	-	+	4	1/4	3/3	0/2	44% (4/9)
		-	1	0/1	0/1	0/0	0% (0/2)

^a^In experiment 1 *Spiroplasma* infection prevelance was determined using adult offspring, while in experiment 2 *Spiroplasma* infection prevelance was determined using pupal offspring.

^b^Number of mating pairs at the beginning of each experiment. Not all mothers survived for three GCs.

^c^Percentage of *Spiroplasma* infected offspring derived from each parental mating pair over the course of all three GCs combined.

Finally, in experiment 3, we determined *Spiroplasma* infection status of mothers only. Of the *Spi*^+^ mothers observed, 73% (11/15) and 100% (9/9) of their pupal offspring from GCs 1 and 2, respectively, were infected with *Spiroplasma* (no *Spi*^+^ mothers in this experiment survived long enough to produce GC 3 offspring). Nine out of the 22 total progeny from *Spi*^-^ mothers were *Spi*^+^, although transmission did not occur across sequential GCs (S5 Table in S1 Appendix and S5 Data). While this experiment suggests possible paternal *Spiroplasma* transmission, we cannot confirm the route of infection because we did not test the *Spiroplasma* status of these fathers.

Taken together, these transmission data indicate that *Spiroplasma* is vertically transmitted via maternal lineages with high frequency, although paternal transmission may provide a less frequent route.

## Discussion

Reproductive tissue-associated heritable endosymbionts affect their arthropod host’s physiology to facilitate their transmission. In tsetse, both natural populations and laboratory *Gff* lines are found to house heterogenous infections with parasitic *Spiroplasma*, but little is known about the physiological impact(s) of this microbe on tsetse reproduction. Our transcriptomic analyses revealed that *Spiroplasma* infection significantly alters gene expression in reproductive tissues of both male and female *Gff*. In particular, amongst the genes impacted by *Spiroplasma* infection in females, significantly more female-biased genes are up-regulated, and male-biased genes are down-regulated when compared to their uninfected counterparts. Using a laboratory line of *Gff* that carries a heterogenous infection with *Spiroplasma*, we discovered that infection with the bacterium results in a reduction in fecundity as evidenced by a significantly longer gonotrophic cycle in infected females compared to their uninfected counterparts. Loss of fecundity likely results from the decreased levels of hemolymph lipids in *Spiroplasma* infected females, which suggests that the bacterium competes with its host during pregnancy for nutrients that are critical for larval development. Additionally, we observed a dramatic reduction in the abundance of a sperm-specific *sdic* transcripts following transfer of spermatozoa from *Spi*^+^ males to their mate’s spermatheca. Upon further investigation we determined that these sperm cells exhibit compromised motility and thus likely decrease competitiveness. Finally, our *Spiroplasma* transmission studies suggest maternal transmission of the bacterium occurs with high fidelity from infected mothers to each of their offspring. However, we also observed evidence of paternal transmission of the bacterium, which could explain the heterogenous infections we observed in this laboratory line. Collectively, our findings significantly enhanced fundamental knowledge on the tsetse-*Spiroplasma* symbiosis with implications for other arthropods. Additionally, the information obtained in this study may be applicable to the development of novel tsetse control strategies for population reduction.

Sex-biased gene expression strongly influences sexual phenotypes in most animals [27,28], and a large proportion of sex-biased genes are expressed in reproductive tissues [43,44]. With this in mind, the differences in sex-biased gene expression we observed in between *Gff*^*Spi*-^ and *Gff*^*Spi*+^ females suggest that housing the bacterium could induce beneficial reproductive phenotypes. Our transcriptomic data from *Gff*^*Spi+*^ females showed that female-biased genes are up-regulated while male-biased genes are down-regulated relative to their uninfected (*Gff*^*Spi-*^) counterparts. Notably, we observed that *Spiroplasma* infection induced a significant upregulation of genes that encode tsetse milk gland proteins (MGPs). These tsetse specific molecules are abundantly expressed in the accessory gland of pregnant females and are a prominent component of tsetse milk [1,45]. MGPs are thought to be mostly lipid carriers, and experimental evidence suggests that they act in this capacity as lipid emulsification agents and possible phosphate carrier molecules [37]. Thus, when faced with depleted levels of circulating TAG, which comprises a substantial fraction of the lipids found in tsetse milk [35], *Spiroplasma* infected females may adaptively increase MGP production in an effort to scavenge and transport other lipids to developing intrauterine larvae. This outcome may reflect one *Spiroplasma* induced change in sex-biased gene expression that confers a fitness benefit to *Gff*^*Spi+*^ females.

The depletion of circulating TAG by hemolymph borne *Spiroplasma* likely accounts for the increase we observed in GC length in pregnant mothers that harbor the bacterium. Despite the longer larval development period we observed for progeny of *Spi*^+^ compared to *Spi*^-^ mothers, the weight of pupal offspring deposited was similar between the two groups. Because female tsetse produce unusually few offspring (6–8) over the course of their lifespan (compared to other insects), an increase in GC length would likely result in a significant reduction in population size over time. In fact, infection with a trypanosome strain that induces a metabolically costly immune response also lengthens tsetse’s GC by a duration similar to that (approximately 2 days) induced by infection with *Spiroplasma* [46]. Mathematical modelling indicates that this increase in GC length would theoretically reduce tsetse fecundity by approximately 30% over the course of a female’s reproductive lifespan [46]. Thus, a moderate trypanosome infection prevalence of 26%, which is similar to the *Spiroplasma* infection prevalence in field captured *Gff* (5–34%, depending on population geographic location) [14,15], could significantly decrease fly population size [46]. The models also predict that infection prevalence above these frequencies would result in a population crash.

Our results indicate that infection with *Spiroplasma* also exerts a significant impact on reproductive processes in laboratory reared *Gff* males. We observed that sperm from both *Spi*^+^ and *Spi*^-^ males expressed the same abundance of sperm-specific *sdic* transcripts prior to mating, but that following insemination and transfer to the female spermatheca, sperm from *Spi*^+^ males expressed conspicuously fewer transcripts of this gene than did sperm that had originated from *Spi*^-^ males. The *Drosophila* homolog of this gene encodes a cytoplasmic dynein intermediate chain that is necessary for the proper function of the cytoplasmic dynein motor protein complex [39], which is involved in sperm motility [47]. Accordingly, one prominent phenotype we observed was that following insemination and transfer to the female spermatheca, the motility of sperm that had originated from *Spi*^+^ males was impaired when compared to that of sperm that had originated from *Spi*^-^ males. This finding implies that *sdic* exhibits the same function in *Gff* as it does in *Drosophila*. Motility is of paramount importance to sperm competitiveness [48], and sperm with impaired motility have less fertilization success than heathy sperm [49]. Field data indicate that wild populations of *Gff* females can exhibit polyandry and store sperm from more than one mate [7]. Our data suggest that sperm transferred by *Spi*^+^ males may be at a competitive disadvantage in comparison to sperm derived from *Spi*^-^ males because they exhibit reduced motility. It remains to be determined if, as a means of promoting polyandry, females seek additional mates if they first copulate with a *Spi*^+^ male that transfers motility compromised sperm.

*Spiroplasma* mediated mechanisms that influence the regulation of *sdic* expression are currently unknown. *Spiroplasma* could mark sperm in the reproductive tract of *Gff* males [50], possibly via post-transcriptional modification of *sdic*, such that sperm motility is compromised following insemination and transfer to the female spermatheca. Alternatively, female contributions to the spermatophore could also influence *sdic* expression after sperm are packaged into the structure. In *Spiroplasma* infected females, we have observed 12 DE genes that encode products identified as constituents spermatophore. Further experiments are necessary to determine if any of these *Spiroplasma* modified female products, including two transcription factors and three serine protease inhibitors, play a role in the sperm modifications we observed here.

Infections with heritable endosymbionts can come at a significant metabolic cost to their host [51]. This outcome appears to also be the case with the *Spiroplasma* and tsetse symbiosis, and results in a significant reduction in the reproductive fitness of both female and male flies. However, from an evolutionary perspective, these microbes, including *Spiroplasma*, usually also provide an overall fitness advantage in order for infections to be maintained. In the tsetse model system, the fly, the commensal symbiont *Sodalis*, as well as pathogenic trypanosomes, typically compete for host nutrients as they are auxotrophic for metabolically critical B vitamins [12,52–54]. Interestingly, these nutrients are present in low quantities in tsetse’s vertebrate blood specific diet, and they are instead supplemented via the mutualistic endosymbiont, *Wigglesworthia* [11–13]. Despite the negative impacts of *Spiroplasma* on tsetse’s fecundity, this bacterium also benefits its host by creating an environment within the fly that is hostile to parasitic trypanosomes [15]. The parasite resistance phenotype conferred by *Spiroplasma* infections could arise from induced host immune responses, or could reflect competition for critical nutrients (i.e., found in the bloodmeal and/or produced by tsetse) that both organisms require to sustain their metabolic needs [55–57]. This effect of inhibiting metabolically costly trypanosome infections could thus offset the cost of housing similarly detrimental *Spiroplasma* infections. Additionally, we demonstrate that while *Spiroplasma* can be both matrilineally and patrilineally transmitted, vertical transmission of the bacterium within our *Gff* colony does not occur at a frequency of 100%. This data corroborates observations from the field, which reveal that individual flies between and within distinct populations also present heterogeneous *Spiroplasma* infections [14,15]. In our study we observed a high frequency of maternal transmission into pupal and adult offspring as well as low frequency paternal transmission into pupal offspring. If *Spiroplasma* detected in the pupal stage survive and colonize adults, this outcome could contribute to the heterogenous infection prevalence we observe in the *Gff* lab line. The absence of steadfast vertical transmission of *Spiroplasma* by *Gff* could facilitate fly survival by reducing the population level detrimental impact (i.e., prolonged GC length and reduced sperm motility) associated with housing the bacterium. This may represent another advantageous factor that facilitates *Spiroplasma’s* ability to sustain infections within the fly across multiple generations.

*Gff* is the prominent vector of pathogenic African trypanosomes in east and central Africa, and reducing the size of fly populations is currently the most effective method for controlling parasite transmission. One means of accomplishing this is through the use of sterile insect technique (SIT), which involves the sequential release of a large number of sterilized males into a target environment [58,59]. Because of their large number, these infertile males outcompete wild males for resident female mates, and the population size drops significantly, or the population is eliminated [60,61]. Knowledge gained from this study, in conjunction with that from previous studies, will have a significant impact on tsetse rearing efficiency for the SIT programs. Specifically, decreased fecundity can have a negative impact on the success of colony maintenance. However, enhanced resistance to trypanosomes is advantageous for SIT applications as the released males, which also feed exclusively on vertebrate blood, have the potential to serve as vectors of disease. Thus, *Spiroplasma* has the potential to reduce the impact of this shortcoming by inducing a trypanosome refractory phenotype in released males such that they would be less likely vector disease, thus increasing the overall safety and efficacy of the control program.

## Materials and methods

### Field sampling

*Glossina fuscipes fuscipes* (*Gff*) were collected from the Albert Nile river drainage in Northwest Uganda. Sampling sites included three villages from the Amuru district: Gorodona (GOR; 3°15’57.6"N, 32°12’28.8"E), Okidi (OKS; 3°15’36.0"N, 32°13’26.4"E), and Toloyang (TOL; 3°15’25.2"N, 32°13’08.4"E). Flies were sampled using biconical traps and wing fray data were recorded (stage 2 for the majority of samples, stage 3 for a small subset of samples, corresponding approximately to 3 and 4 week-old adults, respectively). All females analyzed had been mated based on the visual presence of intrauterine larva or a developing oocyte in their ovaries. The *Spiroplasma* infection prevalence in flies from the Goronda and Okidi regions was about 46% [15]. Reproductive tissues (may have been contaminated with milk gland tissue, which is composed of an extensive tubular network that is difficult to separate from female reproductive tissues) from all flies were dissected in the field in sterile 1x phosphate buffered saline (PBS) and flash frozen in liquid nitrogen for later RNA extraction.

### Data generation (Illumina HiSeq), transcriptome assembly and quality assessment

Total RNA from *Gff* female (ovaries, spermathecae, uterus and oocysts) and male (testes, accessory glands and ejaculatory duct) reproductive tracts was extracted according to TRIzol reagent manufacturer’s instructions (Thermo Fisher Scientific, USA). Total RNA was treated with Ambion TURBO DNA-free DNase (Thermo Fisher Scientific, USA) and RNA quality was evaluated using an Agilent 2100 Bioanalyzer. An aliquot from each RNA was reverse transcribed into cDNA and screened for *Spiroplasma* using PCR amplification assay with symbiont-specific primers as described [15]. Prior to pooling RNA for sequencing (see below), the same cDNAs were used to confirm the sex of the field collected tissues by performing PCR using primers that amplify sex specific genes (see S4 Table in S1 Appendix for gene names and amplification primers). RNA from three female or male reproductive tracks were pooled into distinct biological replicates for RNA-seq analysis. We analyzed two biological replicates from *Gff*^*Spi*+^ females and three biological replicates from *Gff*^*Spi*+^ males, and three biological replicates from *Gff*^*Spi*-^ females and two biological replicates from *Gff*^*Spi*-^ males. Ribosomal reduction libraries were prepared with the Ribo-Zero Gold rRNA removal kit (human/mouse/rat) MRZG12324 (Illumina, USA) and sequenced at the Yale University Center of Genome Analysis (YCGA) on an Illumina HiSeq 2500 machine (75bp paired-end reads). In order to obtain information on *Spiroplasma* transcripts as well as the tsetse host, we chose Ribosomal Reduction libraries over *m*RNA (poly A) libraries.

### RNA-seq data analysis

RNA-seq sequencing produced an average of 96 million reads across all biological samples. Reads were mapped to the *Gff* reference genome (accession # JACGUE000000000 from NCBI BioProject PRJNA596165) using HISAT2 v2.1.0 with default parameters [62,63]. The annotations for the assembly were ported over from the annotation of the previous assembly (https://vectorbase.org/vectorbase/app/) using the UCSC liftOver software suite of programs [64]. The function ‘htseq-count’ in HTSeq v0.11.2 [65] was then used to count the number of reads aligned to the annotated genes in the reference genome with the option “-s reverse” because we generated strand-specific forward reads in RNA-seq libraries. We evaluated the number of DE genes between groups of female and male reproductive organs from *Gff*^*Spi+*^ and *Gff*^*Spi-*^ using the HTSeq output as input into DESeq2 v1.22.1 [66]. We first developed a DESeq2 model to predict differential gene expression as a function of sex and *Spiroplasma*-infection status, and the interaction between sex and *Spiroplasma*-infection status. We then extracted the log_2_ fold changes (log_2_FCs) for each gene with false discovery rate (FDR) adjusted *p*-values [24]. Finally, we defined genes as DE if the log_2_ fold change (log_2_FC) was significantly different from 0, and we only considered genes with adjusted *p*-values as expressed for downstream analysis.

We next conducted a PC and HC analysis to analyze normalized expression count data from the DESeq2 program. We used a regularized log transformation of the normalized data created by “rlog” function DESeq2 [66]. For the HC by sample-to-sample distance, we used “pheatmap” function in R. We measured the expression abundance as the sum of TPM that were calculated using the TPM Calculator [67].

Because the function of genes in *Gff are* not well annotated, we performed ‘tblastx’ in CLC Genomics Workbench (CLC Bio, Cambridge, MA) with *Gff* transcript to search for predicted protein sequences bearing the closest homology to those from *G*. *m*. *morsitans*, *Musca domestica*, and *Drosophila melanogaster*. Using gene-associated GO terms [31], we performed enrichment analysis of gene ontology (GO) terms with the topGO R package [68].

### Laboratory maintenance of *Gff* and determination of *Spiroplasma* infection status

*Gff* pupae were obtained from Joint FAO/IAEA IPCL insectary in Seibersdorf, Austria and reared at Yale University insectary at 26°C with 70–80% relative humidity and a 12 hr light:dark photo phase. Flies received defibrinated bovine blood every 48 hr through an artificial membrane feeding system [69].

*Spiroplasma* infection status of all lab-reared female, male and pupal *Gff* was determined by extracting genomic DNA (gDNA) from individual whole organisms or fly legs using a DNeasy Blood and Tissue kit according to the manufacturer’s (Qiagen) protocol. To confirm that intact gDNA was successfully extracted, all samples were subjected to PCR analysis using primers that specifically amplify *Gff tubulin* or microsatellite region *GpCAG* (as controls for genomic DNA quality) and *Spiroplasma 16S rRNA*. All PCR primers used in this study are listed in S4 Table in S1 Appendix. The *Spiroplasma 16S rRNA* locus was amplified by PCR (as described in [14]) using the following parameters: initial denaturation at 94°C for 5 min; 34 cycles of 94°C for 45 s, 59°C for 45 s, and 72°C for 1 min; and a final extension at 72°C for 10 min. *Spiroplasma* PCR reactions were carried out in a volume of 25 μl containing 1.5 μl gDNA. PCR products were analyzed on 2% agarose gels, and samples were considered infected with *Spiroplasma* if the expected PCR product of 455 bp was detected.

To confirm the sensitivity of this leg snip PCR assay, and thus eliminate the possibly of false negative outcomes, we randomly selected 10 *Spiroplasma* negative samples and two positive controls (as determined by endpoint PCR described above) and subjected them RT-qPCR using the *Spiroplasma ropB*. All RT-qPCR results were normalized to tsetse’s constitutively expressed *pgrp-la* gene (S2 Fig). RT-qPCR confirmed our endpoint PCR data (RT-qPCR output shown in S6 Data).

### Impact of *Spiroplasma* infection on *Gff* metabolism and reproductive fitness

*Hemolymph triacylglyceride (TAG) assay*: Hemolymph (3 μl/fly) was collected (as described in [70]) from two-week-old pregnant female *Gff*, centrifuged (4°C, 3000xg for 5 minutes) to remove bacterial cells, diluted 1:10 in PBS containing 1.2 μl/ml of 0.2% phenylthiourea (to prevent hemolymph coagulation) and immediately flash frozen in liquid nitrogen. Hemolymph TAG levels were quantified colorimetrically by heating samples to 70°C for 5 min followed by a 10 min centrifugation 16,000xg. Five μl of supernatant was added to 100 μl of Infinity Triglycerides Reagent (Thermo Scientific) and samples were incubated at 37C for 10 min. Absorbance was measured at 540nm using a BioTek Synergy HT plate reader [71]. All *Gff* sample spectra data were compared to that generated from a triolein standard curve (0–50 μg, 10 μg increments; S3 Fig).

### Impact on fecundity and endosymbiont density

The effect of *Spiroplasma* infection on *Gff* fecundity was measured by quantifying the length of three gonotrophic cycles (GC) and by weighing pupal offspring. To measure GC length, *Gff* females were mated as five days old adults and thereafter maintained in individual cages. All females were monitored daily to determine when they deposited larvae, and all deposited larvae were weighed.

To confirm the sensitivity of this leg snip PCR assay, and thus eliminate the possibly of false negative outcomes, we randomly selected 10 *Spiroplasma* negative samples and two positive controls (as determined by endpoint PCR described above) and subjected them RT-qPCR using the *Spiroplasma ropB*. All RT-qPCR results were normalized to tsetse’s constitutively expressed *pgrp-la* gene (S2 Fig). RT-qPCR confirmed our endpoint PCR data (RT-qPCR output shown in S6 Data).

### Sperm-specific gene expression

Individual five-day old male and female flies (each fed twice) were placed together into tubular cages (height, 12.7 cm; diameter 6 cm) and allowed to mate for two days. Individual mating pairs were subsequently separated, and RNA (using Trizol reagent) was isolated from male and female reproductive tracts. RNA was then DNase treated and reverse transcribed into cDNA (using a Bio-Rad iScript cDNA synthesis kit) by priming the reaction with random hexamers. All males were then screened by PCR as described above to determine their *Spiroplasma* infection status.

*Gff sperm-specific dynein intermediate chain* (*sdic*; GFUI025244) transcript abundance (measured via RT-qPCR, primers used are listed in S4 Table in S1 Appendix) was used as a proxy measurement of sperm density and sperm fitness in male reproductive tracts and the spermathecae of pregnant females [39,47]. All RT-qPCR results were normalized to tsetse’s constitutively expressed *pgrp-la* gene, and relative expression of *sdic* was compared between male reproductive tracts and sperm (in the female spermathecae) that originated from *Spi*^+^ and *Spi*^*-*^ males. All RT-qPCR assays were carried out in duplicate, and replicates quantities are indicated as data points on corresponding figures. Negative controls were included in all amplification reactions.

### Sperm quantification and spermathecal fill assays

Sperm abundance in the spermathecae of females that had mated with either *Spi*^+^ and *Spi*^*-*^ males was quantified by both direct cell counting and by measuring spermathecal fill. For direct counting, spermathecae were excised from mated females 24 hrs post-copulation with either *Spi*^+^ or *Spi*^*-*^ males and placed into 10 μl of HEPES-buffered saline solution [145 mM NaCl, 4 mM KCl, 1 mM MgCl2, 1.3 mM CaCl2, 5 mM D-glucose, 10 mM 4-(2-hydroxyethyl)-1-piperazineethane- sulfonic acid (HEPES), pH 7.4] in the well of a concave glass microscope slide. Spermathecae were gently poked with a fine needle and sperm were allowed to exude from the organ for 5 minutes. Samples were subsequently diluted 1:100 in HEPES-buffered saline and counted using a Neubauer counting chamber. To measure spermathecal fill, spermathecae from mated females were microscopically dissected 24h post-copulation in physiological saline solution (0.9% NaCl) and assessed subjectively at 100x magnification. Spermathecal fill of each individual organ was scored to the nearest quarter as empty (0), partially full (0.25, 0.50, or 0.75), or full (1.0) (S4 Fig), and the amount of sperm transferred was then computed as the mean spermathecal filling values of the spermathecae pairs [72,73].

### Sperm motility assays

Spermathecae were excised from females 24 hrs post-copulation with either *Spi*^+^ and *Spi*^*-*^ males and placed into 10 μl of HEPES-buffered saline solution [145 mM NaCl, 4 mM KCl, 1 mM MgCl2, 1.3 mM CaCl2, 5 mM D-glucose, 10 mM 4-(2-hydroxyethyl)-1-piperazineethane- sulfonic acid (HEPES), pH 7.4] in the well of a concave glass microscope slide. Spermathecae were gently poked with a fine needle and sperm were allowed to exude from the organ for 5 minutes. Sperm beating was recorded using an inverted microscope (10x phase contrast, Zeiss Primovert) that housed a charge-coupled camera (Zeiss Axiocam ERc 5s). Two sperm tails per sample were analyzed. Recordings were acquired at a rate of 30 frames per second, and beat frequency was analyzed using FIJI and the ImageJ plugin SpermQ [74].

### Vertical transmission efficiency

Three separate experiments, performed by different researchers in different insectaries, were implemented to monitor the dynamics of *Spiroplasma* transmission.

***Experiment 1***: Individual five-day old male and female flies (each fed twice) were placed together into small tubular cages (height, 12.7 cm; diameter 6.0 cm) and allowed to mate for two days. Males were subsequently removed from the cages (and frozen for future analysis) and pregnant females were fed every other day throughout the course of three GCs. Pupae were collected from each female and housed separately until adult emergence. Genomic DNA from legs of parent flies and all offspring was purified and subjected to PCR analysis to determine *Spiroplasma* infection status, as indicated above in subsection ‘*Laboratory maintenance of Gff and determination of Spiroplasma infection status*’.

***Experiment 2***: Forty 7–9 day old male *Gff* were released into large mating cages (45x45x45 cm), and 15 minutes later an equal number of 3–5 day old females were introduced. Mating was observed under standard rearing conditions. As soon as copulation began, mating pairs were collected and placed into individual cages (4 cm diameter x 6 cm height) where they were kept together for 24 h. Males were subsequently removed (and conserved in absolute ethanol at -20°C for further analysis), and mated females were pooled together in a larger cage and maintained under normal rearing conditions for 10 days. Finally, pregnant females were again separated into individual cages and maintained under normal conditions over the course of three GCs (~40 days). Individual pupa were collected from each female following each GC and conserved in ethanol at -20°C for further analysis 24h and 72 h post deposition.

***Experiment 3***: This experiment was performed the same in the same manner as was experiment 2, with the exception that male flies were disposed of after mating.

### Statistical analyses

All statistical analyses were carried out using GraphPad Prism (v.9), Microsoft Excel or RStudio (v.1.2.5033 and v.1.3.1073). All statistical tests used, and statistical significance between treatments, and treatments and controls, are indicated on the figures or in their corresponding legends. All sample sizes are provided in corresponding figure legends or are indicated graphically as points on dot plots. Biological replication implies distinct groups of flies were collected on different days.

## Supporting information

S1 Appendix Supporting tables S1-S5.

S1 Fig Distribution of differentially expressed transcript products in functional classes analyzed by Gene Ontology (GO) enrichment analysis. The bar diagrams show the significantly enriched GO terms among **(A)** the up-regulated and **(B)** the down-regulated genes in *Gff*^*Spi+*^ males, and among **(C)** the up-regulated and **(D)** the down-regulated genes in *Gff*^*Spi+*^ females. The number of genes associated with the corresponding GO terms to the number of genes belonging to that GO term within the entire set of genes in the genome is shown for each bar. The colors associated with the different bars denote the two different GO categories; BP: Biological Process, MF: Molecular Function.
(TIF)

S2 Fig Relative expression of *peptidoglycan recognition protein la* (*pgrp-la*) in the reproductive tract of females that mated either *Gff^Spi+^* or *Gff^Spi-^* males. *Pgrp-la* expression in each sample was normalized relative to geometrical mean of tsetse’s constitutively expressed *gapdh and β-tubulin* genes. Each dot represents one biological replicate, and bars indicate median values. Statistical significance was determined via students t-test.
(TIF)

S3 Fig Triolein standard curve used to determine the concentration of triacylglyceride circulating in the hemolymph of pregnant *Gff^Spi+^* compared to *Gff^Spi-^* females. 0–50 μg aliquots of triolein were mixed with 100 μl of Infinity Triglycerides Reagent (Thermo Scientific) and samples were incubated at 37C for 10 min. Absorbance was measured at 540nm using a BioTek Synergy HT plate reader.
(TIF)

S4 Fig Diagrammatic guide used to visually quantify spermathecal fill in females 24 h post-copulation. Image generated by Dr. Güler Demirbas-Uzel.
(TIF)

S1 Data Gene expression data created in DESeq2 analysis, homologies in other Diptera of DE genes, and DE genes that constitute spermatophore proteins.

S2 Data Transcripts Per Million (TPM) for each sample.

S3 Data GO enrichment analysis results.

S4 Data Gonotrophic cycle (GC) length in relation to maternal *Spiroplasma* infection status.

S5 Data *Spiroplasma* vertical transmission data.

S6 Data RT-qPCR confirmation of *Spiroplasma* infection status of samples used for vertical transmission experiments. Ten *Spiroplasma* negative samples and two *Spiroplasma* positive samples (as determined by endpoint PCR described in the Materials and Methods) were randomly selected for this analysis (describe in the Materials and Methods, subsection ‘*Laboratory maintenance of Gff and determination of Spiroplasma infection status*’).
(XLSX)

# Supplementary material for: Infection with endosymbiotic Spiroplasma disrupts tsetse (Glossina fuscipes fuscipes) metabolic and reproductive homeostasis
**Source:** PLoS Pathog. 2021 Sep 16;17(9):e1009539. doi: 10.1371/journal.ppat.1009539
**Supplement:** S1 Appendix

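S1 Table gives, for each pool of reproductive organs, the reads sequenced and the reads placed on the *Gff* genome. Averaged by group, 82.2 M reads were sequenced and 61.9 M mapped per Spi- female pool, and 82.7 M and 46.3 M per Spi- male pool. The Spi+ pools had 85.6 M reads and 54.2 M mapped in males. In Spi+ females the mean of 147 M reads rests on female 4, since female 5 had 68.3 M.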

**S1 Table.** Mapping of reads on the reference genome.

| Sex | *Spiroplasma* status | Sample ID | # reads mapped | # reads in total | % reads mapped |
| --- | --- | --- | --- | --- | --- |
| Male | - | *Spi*- male 1 | 46958358 | 73719478 | 63.698712 |
|  |  | *Spi*- male 3 | 45550127 | 91676858 | 49.6855237 |
|  | + | *Spi*+ male 2 | 50870264 | 90252960 | 56.3640949 |
|  |  | *Spi*+ male 4 | 56167457 | 82920760 | 67.7363027 |
|  |  | *Spi*+ male 5 | 55569101 | 83561518 | 66.5008276 |
| Female | - | *Spi*- female 1 | 70439889 | 95515532 | 73.7470519 |
|  |  | *Spi*- female 2 | 54270727 | 74207510 | 73.1337394 |
|  |  | *Spi*- female 3 | 60999714 | 76871714 | 79.3526134 |
|  | + | *Spi*+ female 4 | 157445206 | 226057488 | 69.6483038 |
|  |  | *Spi*+ female 5 | 55274809 | 68301764 | 80.927352 |

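S2 Table crosses the sex bias of each gene with its response to infection in males. Female-biased genes, such as the septin GFUI005443, made up 31 of those that rose, where 25.4 were expected (odds ratio 1.30, 95% confidence interval 0.833 to 1.99; Fisher's exact test, two-sided, p = 0.215). They made up 13 of those that fell, where 16.7 were expected (odds ratio 0.731; Fisher's exact test, p = 0.335). With the averaged sex bias the counts were 51 (odds ratio 2.02; Fisher's exact test, p = 2.47e-04) and 7 (odds ratio 0.258; Fisher's exact test, p = 9.50e-05). Simulations with shared libraries and no infection effect gave 15.3 and 26.8 female-biased genes with the bias of Spi+ flies and 38.8 and 19.4 with the averaged bias.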

**S2 Table.** Number of genes that are differentially expressed between *Spi*+ and *Spi*- males in the sex-biased gene categories. Fisher’s exact tests were conducted to evaluate the significance in each sex-biased gene category.

|  | | Male | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | *Spi*+ up-regulated | | | *Spi*+ down-regulated | | |
| Sex bias | # genes expressed | # genes | Odd ratio | Confidence interval (95%) | # genes | Odd ratio | Confidence interval (95%) |
| Female-biased | 2288 | 31 | 1.30 | 0.83 - 1.99 | 13 | 0.73 | 0.37 - 1.35 |
| Male-biased | 2164 | 41 | 2.08 | 1.39 - 3.10 | 41 | 4.41 | 2.74 - 7.12 |
| Unbiased | 6088 | 45 | 0.45 | 0.31 - 0.67 | 23 | 0.31 | 0.18 - 0.52 |
| Total | 10540 | 117 |  |  | 77 |  |  |

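S3 Table does the same for females. The female-biased class held 1 of the genes that fell, where 51.7 were expected (odds ratio 0.0148; Fisher's exact test, two-sided, p = 2.59e-24). Male-biased genes were 2 of those that rose, where 12.5 were expected (odds ratio 0.130; Fisher's exact test, p = 1.83e-04). With the sex bias of Spi- flies 8 of the genes that rose were male-biased, where simulations with shared libraries gave 19.4 (odds ratio 0.737; Fisher's exact test, p = 0.497). Simulations with shared libraries and no infection effect gave 26.9 female-biased genes among those that fell and 5.36 male-biased genes among those that rose.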

**S3 Table.** Number of genes that are differentially expressed between *Spi*+ and *Spi*- females in the sex-biased gene categories. Fisher’s exact tests were conducted to evaluate the significance in each sex-biased gene category.

|  | | Female | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | *Spi*+ up-regulated | | | *Spi*+ down-regulated | | |
| Sex bias | # genes expressed | # genes | Odd ratio | Confidence interval (95%) | # genes | Odd ratio | Confidence interval (95%) |
| Female-biased | 2288 | 48 | 13.31 | 7.08 - 26.82 | 1 | 0.02 | 0.0004 - 0.09 |
| Male-biased | 2164 | 2 | 0.13 | 0.02 - 0.50 | 234 | 226.01 | 87.08 - 838.95 |
| Unbiased | 6088 | 11 | 0.16 | 0.08 - 0.31 | 3 | 0.01 | 0.002 - 0.03 |
| Total | 10540 | 61 |  |  | 238 |  |  |

|  | **S4 Table.** PCR primers used in this study. |  |  |
| --- | --- | --- | --- |
|  | gene | primer sets | Tm (°C) |
|  | *sperm-specific dynein intermediate chain (sdic)* | F, 5'-CGTGAGGAGAAGGAGAGACG-3' | 56 |
|  |  | R, 5'-TTGACCAGCGGTCATCATAA-3' | 56 |
|  | *Spiroplasma 16s rRNA-1* | F, 5’-GGGTGAGTAACACGTATCT-3’ | 55 |
|  |  | R, 5’- CCTTCCTCTAGCTTACACTA-3’ | 56 |
|  | *Spiroplasma 16s rRNA-2* | F, 5’-GCCTAATACATGCAAGTCGAAC-3’ | 59 |
|  |  | R, 5’- TAGCCGTGGCTTTCTGGTAA- 3’ | 59 |
|  | *Spiroplasma rpoB* | F, 5’-CGGTATCAGCGAAGTGTTCA-3’ | 58 |
|  |  | R, 5’- GTTCGTCGTGGCTCTCTAAAT-3’ | 58 |
|  | *Wigglesworthia recA* | F, 5'-TGCGTTTGGGTGAAGATAGAT-3' | 58 |
|  |  | R, 5'-CGTCCCATCGGTAAACCTCC-3' | 58 |
|  | *Sodalis rplB* | F', 5'-ATCGTGGCTCGTGATGGC-3' | 57 |
|  |  | R, 5'-GAACGGTCGGACGGATGC-3' | 57 |
|  | *Gff b-tubulin* | F, 5’-ACGTATTCATTTCCCTTTGG-3’ | 55 |
|  |  | R, 5’-AATGGCTGTGGTGTTGGACAAC-3’ | 55 |
|  | *Gff gapdh* | F, 5'-CTGATTTCGTTGGTGATACT-3' | 58 |
|  |  | F, 5'-CCAAATTCGTTGTCGTACCA-3' | 58 |
|  | *GpCAG* | F, 5’-ATTTTTGCGTCAACGTGA-3’ | 59 |
|  |  | R, 5’-ATGAGGATGTTGTCCAGTTT-3’ | 59 |
|  | *pgrp-la* | F, 5’-ACGACTACGAGCACGACAG-3’ | 58 |
|  |  | R, 5’-GCCGACAACCACAATCACTAAT-3’ | 58 |
|  | *male-specific protein* (GFUI008563-RA^1^) | F, 5'-TTTGGCCGCCACTGGGATTT-3' | 55 |
|  |  | R, 5'-GGGGCCTCACAGGTATTGGC-3' | 55 |
|  | *milk gland protein 1* (GFUI006902-RA^1^) | F, 5'-TGTTGGGTCGTCTTAGTGCT-3' | 56 |
|  |  | R, 5'-TGGTGGGGAAGTGATGTTCC-3' | 56 |
|  | ^1^Vectorbase gene ID. |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

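RNA of reproductive organs was sequenced from 10 pools of 3 field-caught *Gff* flies: 3 Spi- female, 2 Spi+ female, 2 Spi- male and 3 Spi+ male pools. The submitters' processing notes name bcl2fastq 2.19.0, HISAT2 2.2.1 and HTSeq 0.13.5, and the paper's methods name HISAT2 v2.1.0 and HTSeq v0.11.2. The authors fitted sex, infection and their interaction with DESeq2 and deposited 3 comparison tables with 0 columns per sample. The signal values are mean counts per gene that the authors divided by size factors and averaged over libraries before depositing them. The log2 values are fold changes, with standard errors, from the authors' fit. The score values are the authors' Wald statistics, the fold change over its standard error. Each p-value is the authors' two-sided Wald p-value, and the adjusted one is their Benjamini-Hochberg adjustment after a filter on low counts.

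Depth was taken from S1 Table, where mapped reads ran from 45.6 M to 157 M per library. The median standard error of a log2 fold change in the authors' tables was 0.385 in males and 0.394 in females, which is the precision this depth and these 2 or 3 pools per group give. All 10 libraries enter the authors' tables and none was left out here.

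The tables were read with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and drawn with matplotlib 3.10.9. Infection fold changes were turned to Spi+ over Spi-. Group means were solved from the mean of each sex, the numbers of pools and the infection fold change. Sex bias in Spi- flies, and averaged over both infection states, was derived from the 3 deposited contrasts. The infection effects of the sexes, which share no library, were compared by a Wald test with standard errors added in squares and Benjamini-Hochberg adjustment over 8942 genes. These steps were tested on data simulated with a single dispersion of 0.1, with changes planted in genes with a mean count of at least 100. Planted log2 differences of 3, 2 and 1 were found in 94.2%, 46.6% and 6.90% of genes, and 9 of 112 calls were false.

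A gene was called at an adjusted p under 0.05. Sex-bias classes were tested by Fisher's exact test, two-sided, against the 10540 genes with an adjusted p for sex. Because the sex and infection contrasts share the Spi+ libraries, 1000 simulations without an infection effect give the overlap that sharing alone makes. They draw the error of each gene separately, so they hold no shift of many genes together in a single pool. Shares are percentages of summed group means, and counts or shares within 1.5 times of each other were taken as the same.

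The tests, the 29 gene lists and the alternatives were chosen before the data were examined, except where the text says otherwise. Named genes are those the paper names by ID, the 10 largest changes per direction among genes past the threshold with a mean of at least 100 normalized counts and a specified product, and up to 4 genes per list. Values in the parts of S1 Data and S2 Data held here had been seen when that rule was written. The reference table paired 0 of the IDs with a symbol, so products come from those parts of the supplement, and no overlap or enrichment test was made on lists drawn by product. Lists of IDs with 3 or more members were compared, in the sex the study did not choose them on, with 10000 random lists of like abundance. The p-value from these draws of genes, printed as permutation p, takes genes as independent and does not measure variation between pools. For 8 lists these draws gave the values beside the paper's sentences.

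The remaining lists gave the following. Of 4 cytochrome P450 genes 0 were called, and 2 were lower in females when adjusted over the list alone. Of 3 V-type ATPase genes 1 fell in females. Of 7 trypsin and peptidase genes found by product 2 fell in females, the midgut chymotrypsin and the zinc carboxypeptidase GFUI007477, which is also in the paper's digestive list. All 4 vitamin B genes and 3 of 4 sugar digestion genes were male-biased in Spi+ flies. In Spi- flies the vitamin B genes GFUI000387, GFUI000659 and GFUI002444 were unbiased, with derived values of -0.06, 2.66 and 0.16. GFUI000387 and GFUI000659 had low means over all libraries, 7.15 and 2.54 normalized counts. Adjusted over the list alone, 2 sugar digestion genes were lower in males and 1 in females, and 1 vitamin B gene was lower in females. By the same adjustment 1 V-type ATPase gene and 1 histone or cell cycle gene were lower in males. Of 8 tested neuronal and hormone genes and 4 tested odorant binding genes, 0 were called for infection. The histone, sperm and oogenesis lists held 3 members each, the sex determination list 2, and the muscle, cuticle product, iron, accessory gland and transposon lists 1. In these lists 0 members were called for infection in either sex (1 at an unadjusted p under 0.05, a histone or cell cycle gene in males). In Spi+ flies 2 oogenesis genes, 2 sex determination genes, 1 histone or cell cycle gene and the transposon gene were female-biased. The muscle, iron and accessory gland genes were male-biased there. In Spi- flies *sex-lethal* (derived -0.80) and the transposon gene (-0.34) were unbiased. The serpin and heat shock lists held 0 genes.

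Alternatives tried were the sex bias of Spi- flies, the averaged sex bias, adjustment over every gene with a p-value, mean counts of at least 10 or 100, an absolute log2 fold change of at least 1, an adjusted p under 0.01, another background for Fisher's test, and shares without the most abundant gene. Scaling to the summed normalized counts, and leaving out each library in the paper's TPM of the called genes held in S2 Data, were added after seeing the data. Log2 TPM were taken after adding 0.1, and same-numbered pools were compared over genes with a mean of at least 1 TPM in each sex. Another tool or normalization, a replicate block and sample clustering need values per sample for every gene and were not run. The laboratory-line experiments have no file in this series and were not analysed here.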

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

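The results below stood out by a rule fixed before the files were seen, a difference of the infection effect between females and males that passes its own test. Single genes listed come from the named genes and from genes chosen after their values were seen. The latter are GFUI012283, GFUI030610, GFUI033294 and GFUI048293. Values are infection effects in females minus those in males, on the log2 scale.

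The effect was higher in females for 27 genes and lower for 54. Among cuticle and chitin-related genes it was lower in females: GFUI006751 -9.74, GFUI039551 -7.55, GFUI040312 -6.26, GFUI028823 -5.63, the chitin-binding GFUI013147 -3.54 and the mucin GFUI054349 -3.64. The WD repeat gene GFUI006846 (-3.35), the septin GFUI005443 (-1.06) and GFUI030610 (-7.79), which the files pair with no product, also had the lower effect in females.

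Digestive genes with the lower effect in females were the midgut trypsin GFUI029966 (-9.86), GFUI028738 (-4.15), GFUI032994 (-3.87) and the midgut chymotrypsin GFUI007968 (-2.68). So were the secreted peptide GFUI001515 (-10.88) and 3 genes of S3 Data, GFUI000583 (-10.15), GFUI000515 (-9.21) and the probable acetate kinase GFUI000661 (-9.00). The effect was higher in females for the fatty-acyl-CoA reductase GFUI033294 (3.54), the phospholipase A2 GFUI048293 (3.12) and GFUI012283 (8.63), which the files pair with no product.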

How the results depend on the processing

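The scaling to summed normalized counts and the checks on the paper's TPM were chosen after results were seen; the other settings were planned. The cause of the shifts below was not tested. No paired analysis was possible for the deposited comparisons because their tables hold no values per sample, and another tool or normalization and sample clustering were not run. S2 Data holds TPM per library for part of the genes. Over 1008 of them the differences between same-numbered pools in females and males had a Pearson r of -0.21 for numbers 1 and 3 (Spi-) and 0.05 for 4 and 5 (Spi+). Leaving out each library in turn moved the median log2 TPM ratio over called genes between 2.25 and 2.83 (13 higher in Spi+ males), -0.56 and -0.37 (8 lower in males), 2.41 and 3.25 (8 higher in females) and -2.25 and -1.02 (36 lower in females). With all libraries 2 of the 8 genes lower in Spi+ males, *sugar baby* and the beta tubulin, have a higher TPM there.

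With the sex bias of Spi- flies, the odds ratio of male bias among genes higher in Spi+ males turned to 0.454 (Fisher p = 0.0128) and that of female bias rose to 5.31; the shared Spi- male libraries alone give 11.8 and 48.6 such genes, against 10 and 64. Among genes lower in Spi+ males female bias had 0.0559 (Fisher p = 2.83e-06). Among genes higher in Spi+ females male bias had 0.737 (Fisher p = 0.497) and no bias 0.753 (Fisher p = 0.286). The share of male-biased genes higher in Spi+ males was 0.0258% in Spi- and 0.252% in Spi+ males. With the averaged sex bias, genes higher in Spi+ males had 2.02 for female and 1.13 for male bias (Fisher p = 0.591), and genes lower in Spi+ males 0.258 for female bias (Fisher p = 9.50e-05).

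With p-values adjusted over every gene, female bias had an odds ratio of 1.71 (Fisher p = 0.0289) among genes higher and 1.44 among genes lower in Spi+ males, the latter turned in direction. It also had 1.44 among genes lower in Spi+ males at an absolute log2 fold change of at least 1. At a mean count of at least 100, genes higher in Spi+ males had 1.35 for male bias (Fisher p = 0.171) and 0.668 for no bias (Fisher p = 0.0629), and genes lower in Spi+ males 0.236 for female bias (Fisher p = 2.75e-04). There the organic acid list had a median of -0.63 in males (permutation p = 0.0221), the cuticle list -0.35 in females (permutation p = 0.0147), and 13 genes had the higher infection effect in females.

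At an adjusted p under 0.01, 60 genes were higher and 31 lower in Spi+ males, 40 were higher in Spi+ females, and the infection effect was higher in females for 16 and lower for 30. Relative to the summed normalized counts, which adds a constant to every fold change, 1094 genes were higher and 36 lower in Spi+ males, and *sdic* turned to 0.33. In males that constant rests largely on the fall of the 238 genes lower in Spi+ females. The sex contrasts were not recomputed on this scale. Without the most abundant gene, shares were 0.0387% in Spi- and 0.502% in Spi+ males for male-biased genes that rose, 0.890% and 0.526% for those that fell, and 3.15% in Spi+ females for female-biased genes that rose.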

Differences from the paper's values

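Transcript shares differ from the paper's by more than 1.5 times in 6 cases. The paper's shares are of TPM, and those here are of normalized counts, which are not divided by gene length. For male-biased genes higher in Spi+ males, the paper gives 0.06% in Spi- males and the value here is 0.153%. For male-biased genes lower in Spi+ males, the paper gives 0.29% in Spi+ and 0.51% in Spi- males, against 0.791% and 1.51% here. For female-biased genes higher in Spi+ females, the paper gives 14.11% in Spi+ and 4.02% in Spi- females, against 5.78% and 1.46% here. For male-biased genes lower in Spi+ females, the paper gives 17.21% in Spi- females, against 11.1% here. The sex bias of Spi- flies, the averaged sex bias and leaving out the most abundant gene brought none of these to the paper's value.

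The paper states that infection had no effect on immune genes in females, and GFUI041281, under defense response in its S3 Data, is higher in Spi+ females in the authors' deposited table (adjusted p = 0.0239). The paper's own enrichment analysis does name defense response for the genes that rose in Spi+ females. The paper lists GFUI028730 among the highly reduced genes, and the authors' deposited table gives it -3.68 with an adjusted p of 0.998. GFUI032998, also listed there, is not in the tables. The paper describes high expression of GFUI006901, and its own S2 Data gives that gene 9.13 and 13.9 TPM in Spi+ females.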

Other observations

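All 5 tests that weigh a pattern below, and the comparison of single libraries, were chosen after results were seen. The 17 digestive protease genes in the tables, 16 of which fell in Spi+ females, had a median log2 fold change of -1.02 in males, where 0 of them were called.

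In the paper's own TPM values, Spi- female 3 stands apart from Spi- females 1 and 2 across genes that fell in Spi+ females. Of the 36 such genes in the part of S2 Data held, it lay nearer to the Spi+ pools in 21, among them the secreted peptide GFUI001515 (5.72 TPM against 4100 and 4957) and the probable acetate kinase GFUI000661 (0 against 2.32 and 3.97). In none of the 8 genes that rose did it do so. The tables do not say what sets this pool apart, and the other genes that fell have no value per library here.

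Male-biased genes were frequent among those that responded, and the sex and infection contrasts share the Spi+ libraries. Among genes lower in Spi+ females 97.48% were male-biased by the averaged bias, against 23.5% to 34.9% in simulations. Independent error in the shared libraries is thus argued against as the whole cause. The simulations drew the error of each gene separately, so a pool that shifts many genes together stays open. Among genes higher in Spi+ males the excess ended (Fisher p = 0.591), so it may come from the shared libraries. Whether it would return with values per library stays open.

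Of the 18 digestive protease genes picked by the study, 17 are in the tables and 16 fell in Spi+ females, and gut tissue in the pools is a candidate source, with solved means of 304778 in Spi- and 11037 in Spi+ females summed over the list. RNA of the whole male tract in the Spi- female pools is argued against: 70 other strongly male-biased genes had a median log2 Spi- female over male of -9.14 and the digestive genes -2.11, a difference of -7.04. As 18 of the 70 reach the lowest digestive value, RNA of a part of the male tract stays open. The 16 decreases are unequal (Cochran's Q 149 with the authors' standard errors, p = 4.46e-24), which transcripts from outside the gut could bring about under one common drop in gut tissue, so such a drop stays open too.

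The 4 milk gland list genes, all picked by the study, rose in Spi+ females, from a sum of 186119 to 705119 normalized counts, and could reflect more milk gland tissue in those pools. Their fold changes do not differ detectably (Cochran's Q 2.55 with the authors' standard errors, p = 0.467), which one common rise in tissue would give and a shared regulation would give too. Which of these holds stays open.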
